# MTG16 regulates colonic epithelial differentiation, colitis, and tumorigenesis by repressing E protein transcription factors

**DOI:** 10.1172/jci.insight.153045

**Published:** 2022-05-23

**Authors:** Rachel E. Brown, Justin Jacobse, Shruti A. Anant, Koral M. Blunt, Bob Chen, Paige N. Vega, Chase T. Jones, Jennifer M. Pilat, Frank Revetta, Aidan H. Gorby, Kristy R. Stengel, Yash A. Choksi, Kimmo Palin, M. Blanca Piazuelo, Mary Kay Washington, Ken S. Lau, Jeremy A. Goettel, Scott W. Hiebert, Sarah P. Short, Christopher S. Williams

**Keywords:** Cell Biology, Gastroenterology, Inflammatory bowel disease

## Abstract

Aberrant epithelial differentiation and regeneration contribute to colon pathologies, including inflammatory bowel disease (IBD) and colitis-associated cancer (CAC). Myeloid translocation gene 16 (MTG16, also known as CBFA2T3) is a transcriptional corepressor expressed in the colonic epithelium. MTG16 deficiency in mice exacerbates colitis and increases tumor burden in CAC, though the underlying mechanisms remain unclear. Here, we identified MTG16 as a central mediator of epithelial differentiation, promoting goblet and restraining enteroendocrine cell development in homeostasis and enabling regeneration following dextran sulfate sodium–induced (DSS-induced) colitis. Transcriptomic analyses implicated increased Ephrussi box–binding transcription factor (E protein) activity in MTG16-deficient colon crypts. Using a mouse model with a point mutation that attenuates MTG16:E protein interactions (*Mtg16*^P209T^), we showed that MTG16 exerts control over colonic epithelial differentiation and regeneration by repressing E protein–mediated transcription. Mimicking murine colitis, *MTG16* expression was increased in biopsies from patients with active IBD compared with unaffected controls. Finally, uncoupling MTG16:E protein interactions partially phenocopied the enhanced tumorigenicity of *Mtg16^–/–^* colon in the azoxymethane/DSS-induced model of CAC, indicating that MTG16 protects from tumorigenesis through additional mechanisms. Collectively, our results demonstrate that MTG16, via its repression of E protein targets, is a key regulator of cell fate decisions during colon homeostasis, colitis, and cancer.

## Introduction

The colonic epithelium is a complex, self-renewing tissue composed of specialized cell types with diverse functions (1). Stem cells at the base of the colon crypt divide and differentiate into absorptive and secretory cells. Conversely, colonic epithelial regeneration in response to injury occurs through dedifferentiation of committed absorptive and secretory lineage cells (2–4). Secretory lineage dysregulation is implicated in inflammatory bowel disease (IBD), diabetes, and even behavioral changes (5–9), and aberrant regenerative programs may lead to uncontrolled cell proliferation and dysplasia (10). Thus, these processes must be tightly controlled by coordinated networks of transcriptional activators and repressors (1).

Myeloid translocation gene 16 (MTG16, also known as CBFA2T3) is a transcriptional corepressor that regulates cell fate decisions by bridging transcription factors and chromatin modifiers to repress transcription of target loci (11–14). Repression targets of MTG16 vary depending on the expression gradients of other components of the repression complex (14, 15). MTG16 represses stem cell genes and pan-secretory genes in the homeostatic small intestine (SI) (16). We have previously shown that MTG16 deficiency leads to increased injury in dextran sulfate sodium–induced (DSS-induced) colitis (17) and tumor burden in azoxymethane (AOM)/DSS-induced inflammatory carcinogenesis and that these were epithelium-specific phenotypes (18). However, the precise mechanisms by which MTG16 controls colonic homeostasis, regeneration, and tumorigenesis remain unknown.

One family of transcription factors MTG16 represses are class I basic helix-loop-helix (bHLH) transcription factors, also known as E proteins (14, 19, 20). E proteins, which consist of E12 and E47 (splice variants of *E2A*), HEB, and E2-2, bind to consensus Ephrussi box (E box) DNA sequences to activate transcription (20–22). Because E proteins are widely expressed, the specificity of their transcriptional targets is dictated through oligomerization with class II bHLH transcription factors, which are expressed with spatial and temporal specificity (23). E protein–mediated control of stem cell dynamics, lineage allocation, and differentiation has been most thoroughly investigated in the hematopoietic system (19, 23–29) and neurogenesis (23, 30–33), outside the colon.

In this study, we defined the topology of *Mtg16* expression in the colon and discovered functions of MTG16 in the colonic epithelium. We used an MTG16:E protein uncoupling point mutant mouse model to demonstrate that the mechanism driving these phenotypes was repression of E protein transcription factors by MTG16. We tested the functional impact of this regulatory relationship in murine models of IBD and colitis-associated cancer (CAC) and correlated our observations with patient data. Overall, we demonstrate potentially novel, context-specific roles for MTG16 in colonic epithelial lineage allocation and protection from colitis that depend on its repression of E protein–mediated transcription.

## Results

### MTG16 is expressed in goblet cells in human and murine colon.

To understand the topography of *MTG16* expression in the human colon, we queried single-cell RNA-Seq (scRNA-Seq) data sets generated from 2 independent cohorts of normal human colon samples (10). Interestingly, we observed strong *MTG16* expression in goblet cells (Figure 1A and Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.153045DS1). To understand if this expression pattern was evolutionarily conserved, we queried our inDrop scRNA-Seq generated from WT murine colon crypts (34, 35) and similarly found that *Mtg16* was expressed in goblet and enteroendocrine clusters (Figure 1B and Supplemental Figure 1B). RNAscope for *Mtg16* and *Muc2*, the predominant mucin expressed by colonic goblet cells (36), demonstrated strong colocalization in the murine colonic epithelium (Figure 1C).

### Loss of MTG16 distorts colonic secretory cell differentiation.

We next assessed secretory lineage allocation in the *Mtg16^–/–^* homeostatic colon epithelium, which had not previously been investigated to our knowledge (Figure 1, D–F). *Mtg16^–/–^* mice had fewer goblet and tuft cells but, unexpectedly, increased synaptophysin-positive (SYP^+^) enteroendocrine cells per colon crypt (Figure 1E). In contrast, and in agreement with prior studies (16, 37), *Mtg16^–/–^* mice had fewer goblet and tuft cells, but no increase in enteroendocrine cells, in the SI (Supplemental Figure 2). These data implicated a colon-specific role for MTG16 in orchestrating cell type allocation within the secretory lineage.

Prior studies have demonstrated subtle differences in secretory cell differentiation along the length of the colon (36, 38–41). Thus, we stratified our human scRNA-Seq data sets by proximal and distal colon and examined *MTG16* expression. *MTG16* was consistently expressed in goblet cells, but its expression pattern in other secretory cell types varied (Supplemental Figure 3). We next queried the *Tabula Muris* (42), a murine colon scRNA-Seq data set that specifies whether certain clusters originate from the proximal or distal colon, for *Mtg16* expression. In the proximal colon, *Mtg16* was enriched in all goblet cell clusters (Supplemental Figure 4, A and B). In the distal colon, *Mtg16* was enriched in early progenitor cells still expressing the stem cell marker *Lgr5* (*Lgr5*^+^, amplifying, undifferentiated cells) and most goblet cells, except those located at the top of the crypt (Supplemental Figure 4, A and B). 

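Crypts were freed by chelation from the 5 cm of colon next to the cecum (proximal) and the 5 cm next to the anus (distal), and their RNA was sequenced. The authors trimmed the reads, assigned them with Salmon to the transcripts of GENCODE vM21 (mouse build GRCm38), summed them per gene and deposited the count of each gene in each library after division by a DESeq2 size factor for that library. Each of their 9 comparisons has a table of its own, scaled on its own libraries, so levels are compared here only within a table. The tables hold 42 libraries under 14 conditions. The statistics that the authors deposited beside the counts rest on a further normalization per gene and library that the counts do not include. For the tests reported here, the log2 of the normalized count plus 1 was compared between groups with limma's trend method, for genes with a mean normalized count of at least 10, with Benjamini-Hochberg adjustment and a threshold of 0.05. Whole reads per gene were recovered and used from the counts of every table except those that compare proximal mutant with proximal WT colon, and edgeR and DESeq2 were fitted to them as alternatives chosen after the data were examined. The comparison of the colon segments used 4 proximal and 7 distal WT libraries from the colonies of both *Mtg16* mutants. The WT littermates of the *Mtg16-/-* colony gave 2 proximal libraries with 48757041 and 54457850 reads assigned to genes and 4 distal libraries with 35346472 to 68919446 (median 42580215). Those of the *Mtg16 T/T* colony gave 2 proximal libraries with 44979129 and 47082399 reads and 3 distal libraries with 38008486 to 41826795 (median 38700212). The library labels carry sequencing request numbers. The proximal libraries came from requests 4149 and 5582 and the distal ones from 4149 and 5094, so only request 4149 holds both segments, in 2 libraries each.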

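*Mtg16* is listed in the tables by its official symbol *Cbfa2t3* (ENSMUSG00000006362.16) and lies on chromosome 8 from 122625141 to 122699109 of GRCm38. Its normalized count was 1515 and 3021 in the proximal libraries of the *Mtg16-/-* colony and 2107 and 2114 in those of the *Mtg16 T/T* colony, against 1767, 1622, 999 and 1519.9 and 998, 1052 and 1128 in the distal libraries of the same colonies. The means were 2189 ± 621 (SD, n = 4) in proximal and 1298 ± 327 (SD, n = 7) in distal colon, a log2 fold change of -0.75 from proximal to distal (standard error 0.199, adjusted p = 0.00787 from limma). The groups overlapped in 1 proximal library, and an exact two-sided permutation test gave p = 0.0152. With the request number as a covariate, the fold change was -0.80 with an adjusted p of 0.132, and within request 4149 alone, 2 libraries against 2, the adjusted p was 0.228. Over the other alternatives, the adjusted p ran from 0.000772 to 0.0354. Of the 13841 genes tested, 2785 were higher and 3039 lower in distal than in proximal colon, and 5200 of these 5824 were also called in the authors' table. The alternative that moved this count most was the fit within request 4149, with 2014 genes. *Atp12a* (40056 normalized counts in distal and 50.4 in proximal colon) had one of the 3 largest differences toward distal colon and *Abca12* (7.60 and 10335) one of the 3 largest toward proximal colon. *Hoxd13* was listed at 0 in the 4 proximal libraries and had a mean of 4443 in distal colon.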

Bulk RNA-Seq of proximal and distal WT colon revealed higher *Mtg16* expression in the proximal colon, potentially reflecting its higher goblet cell density (Supplemental Figure 4C). We confirmed this *Mtg16* expression pattern by RNAscope (Supplemental Figure 5).

Due to these differences, we performed separate bulk RNA-Seq analyses of *Mtg16^–/–^* proximal and distal colon epithelial isolates. 

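The *Mtg16-/-* colon was compared with WT littermates in 2 proximal libraries per genotype, from request 4149, and in 4 distal libraries per genotype. Distal replicates 1 and 2 of each genotype were sequenced under request 5094 and replicates 3 and 4 under request 4149. The distal *Mtg16-/-* libraries held 39461131 to 56317273 reads (median 44879662) and the proximal ones had normalized totals of 48397109 and 49481757. The targeted gene *Cbfa2t3* was still counted in the mutants. In the proximal table it had 631 and 1057 normalized counts in *Mtg16-/-* and 1634 and 3221 in WT. In the distal table it had 694, 1095, 424 and 688 in *Mtg16-/-* replicates 1 to 4 and 1809, 1666, 1027 and 1555 in WT replicates 1 to 4, a log2 fold change of -1.11 (standard error 0.286, adjusted p = 0.303). *Mtg16-/-* replicate 2 overlapped the lowest WT library (exact permutation test, p = 0.0571), and without it the adjusted p was 0.0358. In proximal colon, 5 of 13944 genes were higher and 4 lower in *Mtg16-/-*. In distal colon, 33 of 13831 genes were higher and 0 lower, and at an unadjusted p under 0.05 there were 458 higher genes among 641, where 692 are expected by chance in both directions. Of the 33 genes, 32 were also called in the authors' distal table. These counts moved with the processing. DESeq2 on the recovered reads called 190 genes higher and 30 lower in distal *Mtg16-/-* colon, while the request number as a covariate left 8 higher genes. The fits within a request, 2 libraries against 2, called 0 higher and 2 lower genes in request 4149 (499 at an unadjusted p under 0.05) and 0 genes in request 5094 (646). Without *Mtg16-/-* replicate 2, 133 genes were higher, and without any other single library between 2 and 10 were. By the rule for named genes, *Insrr* (ENSMUSG00000005640.11, chromosome 3 from 87796951 to 87816101 of GRCm38) rose most in distal *Mtg16-/-* colon, from 51.6 ± 9.86 to 1013 ± 369.5 normalized counts (SD, n = 4 each; log2 fold change 4.22, adjusted p = 0.00116), and *Myrip* rose next most (log2 fold change 3.21, adjusted p = 0.0319). With single libraries left out, the adjusted p of *Myrip* reached 0.143. In proximal *Mtg16-/-* colon, *Ces1c*, *Sval1* and *Dmpk* rose most and *Nxpe2*, *Ceacam12* and *Plxnd1* fell most.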

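The volcano plot of proximal *Mtg16-/-* colon labels 14 genes and that of distal colon 22. Of the 14, 7 were higher and 7 lower in *Mtg16-/-*, from a log2 fold change of -3.09 (*Mmp7*) to 5.01 (*Ces1c*). At an adjusted p under 0.05 over all genes tested, 3 were called (*Ces1c*, *Tff3* and *Reg4*). All 14 were called when adjusted over the list alone, which is not independent evidence, since the study chose the list on these libraries. Of the 22 genes labelled for distal colon, 19 were higher and *Atoh1*, *Clca1* and *B3galt2* lower. Over all genes tested, 6 were called, among them *Chgb*, *Chga*, *Tph1* and *Neurod1*, and all 22 were when adjusted over the list alone, with the same limit. The groups did not overlap in 21 of the 22, where chance separates the groups so in 1 of 35 genes, a share for genes not chosen on these libraries as these were. The transcription factor gene *Atoh1* (chromosome 6 from 64729125 to 64731245 of GRCm38) had 2409.8 ± 10.8 normalized counts (SD, n = 2) in *Mtg16-/-* and 4861 ± 471 (SD, n = 2) in WT in proximal colon (log2 fold change -1.01, adjusted p = 0.0774) and 2116 ± 394 normalized counts (SD, n = 4) in *Mtg16-/-* and 4156 ± 911 (SD, n = 4) in WT in distal colon (-0.96, 0.126). The goblet gene *Reg4* fell in proximal colon (-1.60, 0.0113), while *Tff3*, also made by goblet cells, rose there (1.65, 0.0453). In proximal colon, with 2 libraries per genotype, camera was used on the gene sets of Supplemental Table 4 with an inter-gene correlation preset at 0.01. Of the 142 enteroendocrine genes tested, 106 were higher in *Mtg16-/-* (adjusted p = 8.1e-12), and of the 385 goblet genes, 94 were (adjusted p = 9.5e-13, toward lower). Under fry, a rotation test that accounts for the correlation between genes, neither held (adjusted p = 0.0847 for each).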

In both colon segments, goblet-associated genes were downregulated, and enteroendocrine-associated genes were upregulated, compared with WT (Figure 1, G and H). However, goblet cell–associated gene downregulation was more pronounced in the proximal colon (Figure 1G), while enteroendocrine cell–associated gene upregulation was more striking in the distal colon (Figure 1H). 

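The difference of the *Mtg16-/-* effects, proximal minus distal, was tested here from the log2 fold changes of both tables and their standard errors. The test takes the segments as independent. Whether proximal and distal libraries came from the same mice is not stated, and such a pairing was not examined. Of the genes tested in both, *Insrr* (-2.94, adjusted p = 0.0026) and *Sval1* (4.58, adjusted p = 0.000989) differed between segments at an adjusted p under 0.05. *Insrr* rose more in distal colon and *Sval1* more in proximal colon. *Neurod1* (-1.22, adjusted p = 0.723) and *Chga* (-0.94, 0.999) leaned toward distal colon without passing. Over the enteroendocrine set of 139 genes, the median difference was -0.28 (camera adjusted p = 1.6e-05). Over the goblet set of 385 genes it was -0.07, lower in proximal colon (0.0123). With the correlation between genes estimated from the libraries, neither difference held (adjusted p = 0.267 for each).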

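*Neurog3* (ENSMUSG00000044312.4, chromosome 10 from 62133090 to 62134763 of GRCm38) had 405 ± 194 normalized counts (SD, n = 4) in *Mtg16-/-* and 86.2 ± 20.3 (SD, n = 4) in WT, a log2 fold change of 2.101 (standard error 0.384, adjusted p = 0.1 from limma) in distal colon. With each library left out in turn, its adjusted p ran from 0.00568 (without *Mtg16-/-* replicate 2) to 0.335. DESeq2 on the recovered reads gave 1.12e-06, and edgeR on them gave 0.0714. *Neurod1* (ENSMUSG00000034701.9, chromosome 2 from 79452521 to 79456751 of GRCm38) had 389 ± 81.0 normalized counts (SD, n = 4) in *Mtg16-/-* and 126 ± 6.83 (SD, n = 4) in WT, with a log2 fold change of 1.59 and an adjusted p of 0.017. *Chga* (ENSMUSG00000021194.6, chromosome 12 from 102554969 to 102565028 of GRCm38) rose from 2425 ± 252 to 7159 ± 2089 (SD, n = 4 each; 1.52, 0.0201). The hormone genes *Gcg* (chromosome 2 from 62474530 to 62483650 of GRCm38) and *Sct* (chromosome 7 from 141278330 to 141279133 of GRCm38) had log2 fold changes of 1.14 (adjusted p = 0.0817) and 1.93 (0.268). *Sct* had 1275 normalized counts in *Mtg16-/-* replicate 2 and 283 to 327 in the other 3. For each of the 5 genes, every *Mtg16-/-* library was above every WT library (two-sided exact permutation test, p = 0.0286, the smallest that 4 libraries against 4 allow). Without *Mtg16-/-* replicate 2, 4 of the 5 had an adjusted p under 0.05, and *Gcg* had 0.0562.

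**Figure D1:**
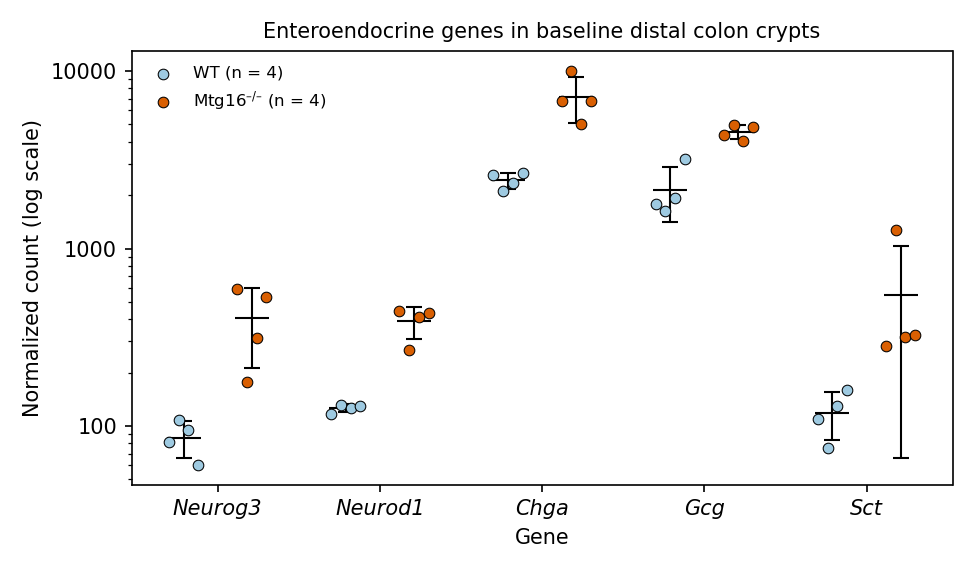
Normalized counts on a log scale of *Neurog3*, *Neurod1*, *Chga*, *Gcg* and *Sct* in baseline distal colon crypts, with a point per library, a bar at the mean and whiskers of 1 SD (n = 4 WT and 4 *Mtg16-/-*). In each gene the *Mtg16-/-* libraries lie above the WT libraries.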

Closer inspection of the distal *Mtg16^–/–^* colon revealed marked upregulation of class II bHLH transcription factors required for enteroendocrine cell differentiation (*Neurog3* and *Neurod1*) and enteroendocrine cell hormone products (chromogranin A, *Chga*; *Gcg*; *Sct*) (Figure 2A). 

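Supplemental Table 4 lists 35 gene sets, of which 32 were used in the 5 comparisons of distal colon that the paper reports by GSEA. One set is cut short in the copy at hand, and a further 2 repeat sets that were tested. The sets from MSigDB were not analysed here. Genes were ranked by the signal-to-noise ratio of their normalized counts, and the weighted enrichment score of each set with at least 5 genes was compared with 1000 gene permutations, as in the paper, with fgsea. The p was adjusted over the sets of a comparison. Permuting genes takes genes as independent, so camera and fry, which work on the libraries, were run beside it. In distal *Mtg16-/-* against WT colon, 15 sets were higher and 1 lower at an adjusted p under 0.05, and 10 of these 16 were also called by fry, all of them higher. With 20000 permutations, a number chosen after the data were examined, 18 sets were called. A set whose random scores rarely have its sign can have only a coarse p with 1000 permutations. In WT colon after DSS against baseline, 3 of the 32 sets had no p with 1000 permutations, and 1 had none with 20000. These 3 were the late enteroendocrine, *Lgr5*-Cre-positive and quiescent *Lgr5* sets.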

We further investigated the distal colon using gene set enrichment analysis (GSEA) with custom gene sets derived from the literature (described in Supplemental Tables 3 and 4). 

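Of the 173 genes of the enteroendocrine set, 148 were tested and 126 were higher in distal *Mtg16-/-* than in WT colon, with a median log2 fold change of 0.87. The normalized enrichment score was 2.89 (1000 gene permutations, adjusted p = 0.00465; fry, 0.00233). It moved most when genes were ranked by limma's moderated statistic, to 3.42. Along differentiation, the score was 0.95, adjusted p = 0.664 for the earliest progenitors, 1.72, adjusted p = 0.00673 for early to intermediate, 1.99, adjusted p = 0.00465 for intermediate, 2.62, adjusted p = 0.00465 for intermediate to late and 2.27, adjusted p = 0.00465 for late cells. Fry called the same 4 stages, with adjusted p of 0.0136, 0.00856, 0.00599 and 0.00856. The direction of the earliest stage depended on the ranking, at -1.07 with the moderated statistic. The enterochromaffin set scored 2.05, adjusted p = 0.0048 and the L-cell set 1.59, adjusted p = 0.0593.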

GSEA of distal colon RNA-Seq demonstrated significant enrichment of all stages of enteroendocrine cells during differentiation except the earliest progenitor cells, in which expression of *Neurog3*, which is required for enteroendocrine cell differentiation (43–46), had not yet been induced (45) (Figure 2B). Concurrently, the goblet cell gene signature was significantly de-enriched in the absence of MTG16 (Figure 2B).

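The goblet set scored -1.96 in distal *Mtg16-/-* colon, with 102 of its 385 tested genes higher and the rest lower (median log2 fold change -0.08). Its adjusted p was 0.0936 with 1000 gene permutations, of which only 17 gave a score of the same sign, and 0.00532 with 20000. Over the alternatives the adjusted p ran from 1.66e-07 (camera with a replicate block) to 0.221 (fry). With *Mtg16-/-* replicate 3 or 4 or WT replicate 2 left out, it was between 0.0207 and 0.0494. The log2 fold changes of single genes were -0.86 (adjusted p = 0.241) for *Clca1*, 0.13 (adjusted p = 1) for *Spdef* and 0.68 (adjusted p = 0.0789) for *Tff3*. From the higher enteroendocrine and lower goblet signatures, with its counts of stained cells, the paper concludes that MTG16 promotes goblet cell differentiation at the expense of enteroendocrine cells.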

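*Lgr5* (ENSMUSG00000020140.15, chromosome 10 from 115450311 to 115587780 of GRCm38) had 354 ± 95.8 normalized counts (SD, n = 4) in *Mtg16-/-* and 309.8 ± 73.3 (SD, n = 4) in WT in distal colon, a log2 fold change of 0.18 (standard error 0.245; exact permutation test, p = 0.571). *Ascl2* (ENSMUSG00000009248.6, chromosome 7 from 142966829 to 142969264 of GRCm38) had 287 ± 62.5 normalized counts (SD, n = 4) in *Mtg16-/-* and 323 ± 49.5 (SD, n = 4) in WT, a log2 fold change of -0.18 (standard error 0.179; exact permutation test, p = 0.343). Both genes' groups overlapped, and both had an adjusted p of 1 from limma. The direction of neither held within both requests, at -0.03 for *Lgr5* within 4149 and 0.02 for *Ascl2* within 5094. In simulated data with these group sizes, 100 of 200 genes given a 2-fold difference were called, so smaller differences were often not detectable.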

Notably, *Mtg16^–/–^* versus WT RNA-Seq did not show significant differences in the stem cell genes *Lgr5* and *Ascl2*, distinct from *Mtg16^–/–^* SI (16). Additionally, GSEA using gene sets representing stem cells and other early progenitors (Supplemental Tables 3 and 4) did not demonstrate enrichment of any gene sets representing *Lgr5*^+^ crypt base columnar stem cells (CBCs) (Figure 2C and Supplemental Figure 6A). 

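The set of genes enriched in *Lgr5*-GFP-high stem cells of the small intestine scored 1.08, adjusted p = 0.359 in distal *Mtg16-/-* colon, and the set of colonic *Lgr5*+ stem cells scored 0.91, adjusted p = 0.774. The colonic *Lgr5*-high set had a score of 0.88, adjusted p = 0.77, the actively cycling set 1.23, adjusted p = 0.131, the quiescent set 1.05, adjusted p = 0.413 and the noncycling set -1.04, adjusted p = 0.375. One *Lgr5* set, from *Lgr5*-Cre-positive stem cells, was called higher (1.258, adjusted p = 0.00581), and so was the LRIG1+ set (1.43, adjusted p = 0.0101). Neither was called by fry (adjusted p = 0.417 and 0.862).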

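In distal *Mtg16-/-* colon, 290 of 401 tested genes of the *Bmi1*-GFP+ set were higher (normalized enrichment score 2.59; fry, adjusted p = 0.00599), and 45 of 56 of the *mTert*-GFP+ set (2.54; fry, 0.000773). Each had the smallest adjusted p that 1000 gene permutations gave in this comparison. The FVR-low set (score 2.44) was also called by both tests, and the secretory progenitor set (2.08) and the CD166-high set (1.96) by gene permutation but not by fry (adjusted p = 0.0997 and 0.221).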

We did observe enrichment of gene sets representing *Bmi1*^+^ and *mTert*^+^ “reserve” stem cells (Figure 2C), recently shown to be enteroendocrine cells expressing *Chga* (47). Although CHGA^+^ cells were increased overall, they were not localized to the crypt base (including the +4/+5 cell position) (Figure 2D). Altogether, these data indicate that MTG16 promotes goblet cell differentiation, at the expense of enteroendocrine cell differentiation, during colonic secretory lineage allocation.

### MTG16-driven goblet cell differentiation is dependent on its repression of E protein–mediated transcription.

We next sought to illuminate potential mechanisms by which MTG16 promotes the goblet lineage and restricts the enteroendocrine lineage. We and others have previously shown that MTG16 negatively regulates major transcription factor effectors of the WNT and Notch pathways in the hematopoietic system (15, 48) and SI (16). 

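The Notch ligand gene *Dll3* (ENSMUSG00000003436.11, chromosome 7 from 28293553 to 28302238 of GRCm38) had 90.3 ± 59.5 normalized counts (SD, n = 4) in *Mtg16-/-* and 12.2 ± 1.99 (SD, n = 4) in WT, a log2 fold change of 2.53 (standard error 0.495, adjusted p = 0.116 from limma) in distal colon. Its adjusted p was 2.83e-05 with DESeq2 on the recovered reads and ran from 0.0381 to 0.365 with each library left out in turn, the lowest without *Mtg16-/-* replicate 2. Every *Mtg16-/-* library was above every WT library, with 34.1 as the lowest *Mtg16-/-* and 15.1 as the highest WT count.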

Our RNA-Seq revealed upregulation of the Notch ligand *Dll3* (Figure 1H and Figure 2A). However, several WNT pathway inhibitors (*Wif1*, *Cxxc4*) and the Notch pathway inhibitor *Neurl1a* were also significantly upregulated (Figure 2A). 

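*Neurl1a* (ENSMUSG00000006435.16, chromosome 19 from 47178820 to 47259441 of GRCm38) had 214 ± 39.4 normalized counts (SD, n = 4) in *Mtg16-/-* and 43.3 ± 13.2 (SD, n = 4) in WT, a log2 fold change of 2.32 (standard error 0.267, adjusted p = 0.017 from limma). *Wif1* (chromosome 10 from 121033960 to 121100650 of GRCm38) had 80.4 ± 77.3 normalized counts (SD, n = 4) in *Mtg16-/-* and 15.9 ± 2.61 (SD, n = 4) in WT (1.89, adjusted p = 0.388). *Mtg16-/-* replicate 2 had 196 normalized counts of *Wif1* and the other 3 had 31.3 to 48.7. *Cxxc4* (chromosome 3 from 134236484 to 134262161 of GRCm38) had 151 ± 34.1 normalized counts (SD, n = 4) in *Mtg16-/-* and 63.2 ± 10.9 (SD, n = 4) in WT (1.23, 0.116), and here *Mtg16-/-* replicate 2 was the lowest of its group, at 100.5. Without that library the adjusted p of *Cxxc4* was 0.0141 and that of *Wif1* 0.104. All 3 genes were higher in every *Mtg16-/-* than in every WT library.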

We thus performed GSEA for the canonical WNT and Notch pathways, as well as other pathways important in colonic epithelial homeostasis and differentiation (1). GSEA did not identify global canonical WNT or Notch pathway enrichment or de-enrichment in *Mtg16^–/–^* homeostatic colon crypts (Supplemental Figure 6B). We next investigated whether the target genes of known MTG16-interacting transcription factors, including E proteins (14, 19, 20), were dysregulated in *Mtg16^–/–^* colon crypts. As stated previously, E proteins coordinate lineage specification and differentiation by interacting with cell type–specific class II bHLH transcription factors (21). The E proteins E12, E47, and HEB are known to be expressed in SI crypts and adenomas (49), and E12 and E47 bind to NEUROD1 to induce transcription of secretin in the duodenum (50). Here, in *Mtg16^–/–^* colon crypts, we observed significant enrichment of all E protein gene signatures available in the Molecular Signatures Database (MSigDB) (51) (Figure 2E and Supplemental Table 3). Gene sets associated with upregulation of Id1 and Id2, proteins that counteract E protein activity, were not enriched (Figure 2E). These data demonstrated a strong induction of E protein–mediated transcription in the absence of repression by MTG16. Thus, we hypothesized that MTG16 drives goblet cell differentiation from secretory progenitors by inhibiting E protein–mediated transcription of key enteroendocrine genes.

We next tested this hypothesis by selectively modulating MTG16-mediated repression of E protein transcriptional activity in vivo. To do so, we CRISPR-generated a mouse with a point mutation resulting in a proline-to-threonine substitution in MTG16 (*Mtg16*^P209T^) that attenuates MTG16:E2A and MTG16:HEB binding and functionally reduces MTG16-mediated repression of E protein transcriptional activity (52) (Supplemental Figure 7; full, uncropped gels available in online supplemental material). Similar to *Mtg16^–/–^* mice, homozygous *Mtg16*^P209T^ mutant (*Mtg16^T/T^*) mice had fewer periodic acid–Schiff–positive (PAS^+^) goblet cells and more CHGA^+^ enteroendocrine cells per crypt compared with littermate-matched WT controls, though tuft cell frequency per crypt was unchanged (Figure 3, A–C). We next performed bulk RNA-Seq on *Mtg16^T/T^* proximal and distal colon crypt isolates. 

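The *Mtg16 T/T* colon was compared with WT littermates in 2 proximal libraries per genotype, all from request 5582, and in 4 *Mtg16 T/T* and 3 WT distal libraries, all from request 5094. The distal *Mtg16 T/T* libraries held 38715663 to 44798151 reads (median 41265346) and the proximal ones had normalized totals of 44178091 and 44969537. *Cbfa2t3* had 2529 and 2988 normalized counts in proximal *Mtg16 T/T* and 2048 and 2034 in proximal WT colon, and 1919, 1813, 1509 and 2196 in distal *Mtg16 T/T* and 937, 985 and 1040.4 in distal WT colon (distal log2 fold change 0.90, standard error 0.130, adjusted p = 0.253 from limma; exact permutation test, p = 0.0286, the smallest that 4 libraries against 3 allow). In proximal colon, 19 of 13767 genes were higher and 13 lower in *Mtg16 T/T*, but without the filter on low counts 2 were higher and 0 lower (unadjusted p under 0.05 in 1652 genes with the filter, where 688 are expected by chance). The genes with the largest changes were *Wdfy1* and *Fmo1* among the higher, with *Rsc1a1*, which was listed at 0 in both WT libraries, and *Slc15a2*, *Muc1* and *B3galt2* among the lower. In distal colon, 5 of 13535 genes were higher and 0 lower, where 629 had an unadjusted p under 0.05 and 677 are expected by chance. The 5 were *Insrr*, *Ces1c*, *Pamr1*, *Agt* and *Dmpk*. With DESeq2 on the recovered reads 41 were higher and 11 lower. In simulated data of this design with 200 genes changed 4-fold, DESeq2 called 194 of these and 67 unchanged genes. limma called 189 and 22. The number of unchanged genes called depends on how many genes change, so the 67 do not tell how many of the real calls are false. Without *Mtg16 T/T* replicate 1, 7 genes were higher, and without any other single library 0 or 1 were.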

In both colon segments, goblet cell genes were downregulated compared with WT, while enteroendocrine cell genes were upregulated compared with WT, in a pattern resembling that of *Mtg16^–/–^* colon (Figure 3, D and E). 

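Of the 18 genes labelled in the volcano plot of proximal *Mtg16 T/T* colon, 9 were higher and 9 lower, and 7 were called over all genes tested. *Muc1* (log2 fold change -3.65), *B3galt2* (-2.85), *Mmp7* (-2.01) and *Clca4b* (-1.96) were called lower, and *Ang4* (1.73), *Ces1d* (1.46) and *Tff3* (0.92) higher. Adjusted over the list alone, 17 were called, which is not independent evidence, since the list was chosen on these libraries. *Chga* rose by 0.71 on the log2 scale (adjusted p = 0.134). *Defa24*, labelled as lower, was listed at 0 in 3 libraries and at 487 normalized counts in WT replicate 2 alone. Of the 14 genes labelled for distal *Mtg16 T/T* colon, 10 were higher and *Reg3b*, *Reg3g*, *Plet1* and *Dlk1* lower. Over all genes, *Ces1c* and *Agt* were called, and all 14 were when adjusted over the list alone, with the same limit. In proximal colon, 107 of 138 enteroendocrine genes were higher (camera adjusted p = 1.14e-09) and 71 of 386 goblet genes were higher, that is, most were lower (3.27e-23), and both held under fry (adjusted p = 0.00737 for each). In distal colon, the goblet set scored -1.09, adjusted p = 0.3, with 156 of 386 genes higher, and fry did not call it (0.683). Tested as a difference between segments, the goblet set fell more in proximal colon (median difference -0.17, camera adjusted p = 9.62e-21, and 2.41e-05 with an estimated correlation). The enteroendocrine set did not differ (median difference 0.13, adjusted p = 0.172).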

Notably, the distal colon exhibited significant upregulation of *Neurog3* (Figure 3E). Additionally, GSEA of the overall enteroendocrine signature, key enteroendocrine progenitor genes, and *Bmi1*^+^ and *mTert*^+^ stem cell signatures all largely phenocopied the *Mtg16^–/–^* distal colon (Figure 3, F and G, and Supplemental Tables 3 and 4). 

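*Neurog3* had 138 ± 29.2 normalized counts (SD, n = 4) in *Mtg16 T/T* and 67.7 ± 16.0 (SD, n = 3) in WT in distal colon, a log2 fold change of 1.01 (standard error 0.234, adjusted p = 0.689 from limma). Every *Mtg16 T/T* library was above every WT library, which chance gives in 1 of 35 genes. DESeq2 on the recovered reads gave an adjusted p of 0.0421, while over the fits that left out 1 library it ran from 0.477 to 0.984 with limma. The difference from its change in *Mtg16-/-* colon was 1.09 (adjusted p = 0.958).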

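In distal *Mtg16 T/T* colon, 114 of 144 enteroendocrine genes were higher, and the normalized enrichment score of the set was 3.202, adjusted p = 0.00717. The *Bmi1*+ set scored 2.96 and the *mTert*+ set 2.81. The stages of differentiation scored -1.09, adjusted p = 0.353 for the earliest, 1.49, adjusted p = 0.0554 for early to intermediate and 2.06, 2.77 and 2.63 for the later stages. The 1000 gene permutations called 11 sets higher and 5 lower, camera called 8, and fry called 0. Fry gave an adjusted p of 0.0695 for the enteroendocrine, 0.0622 for the *Bmi1*+ and 0.0815 for the *mTert*+ set. The set of dedifferentiating *Ascl2*+ cells was lower (-1.395, adjusted p = 0.0244; fry, 0.683).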

Confirming that the MTG16^P209T^ mutation functionally results in increased E protein–mediated transcription in the colonic epithelium, the gene sets representing E2A and HEB transcriptional targets were also enriched in *Mtg16^T/T^* colonic epithelial isolates (Figure 3H).

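Of the 13442 genes tested in both distal comparisons, 32 were higher in *Mtg16-/-* and 5 in *Mtg16 T/T* colon at an adjusted p under 0.05, and 3 were higher in both (*Agt*, *Dmpk* and *Insrr*). Chance alone would give 0.0119 genes (Fisher's exact test, p = 1.22e-07). No library is shared between the comparisons. With DESeq2 on the recovered reads, chosen after the data were examined, 28 genes were shared, where chance would give 0.518, and with edgeR on them 3 were. With the request number as a covariate in *Mtg16-/-* colon, 2 were (*Dmpk* and *Insrr*). All 32 genes raised in *Mtg16-/-* were also higher in *Mtg16 T/T* colon, 24 of them at an unadjusted p under 0.05. The log2 fold changes of all 13442 genes had a correlation of 0.31 between the genotypes, over genes that are not independent replicates. No gene's change differed between the genotypes at an adjusted p under 0.05 by limma. This holds even for the targeted gene *Cbfa2t3*, which was lower in *Mtg16-/-* and higher in *Mtg16 T/T* colon (difference -2.01, adjusted p = 0.465). The test therefore cannot show that the alleles act alike.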

We next compared RNA-Seq results from *Mtg16^–/–^* versus WT and *Mtg16^T/T^* versus WT distal colon crypts and observed that 22 genes were upregulated in both data sets (Figure 4A and Table 1). Many of these genes (e.g., *Neurog3*, *Insm1*, *Insrr*, *Pex5l*, *Syt13*, *Syngap1*, *Kcnh6*, and *Agt*) were enteroendocrine associated (Table 1). 

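All 22 genes of Table 1 were higher in both genotypes. Over all genes tested, 9 were called in *Mtg16-/-* colon, among them *Agt*, *Dbn1*, *Dmpk*, *Insrr*, *Kcnh6* and *Pex5l*, and 4 in *Mtg16 T/T* colon (*Agt*, *Ces1c*, *Dmpk* and *Insrr*). Adjusted over the list alone, all 22 were called in each, which is not independent evidence, since the study chose them on these libraries. The groups did not overlap in 20 of the 22 in *Mtg16-/-* and in 22 in *Mtg16 T/T* colon, where chance separates the groups in 1 of 35 and 2 of 35 genes not chosen on these libraries, as these were. In *Mtg16 T/T* colon, *Insrr* had 359 ± 68.0 normalized counts (SD, n = 4) in *Mtg16 T/T* and 38.6 ± 5.60 (SD, n = 3) in WT (log2 fold change 3.17, adjusted p = 0.00641). *Agt* (chromosome 8 from 124556534 to 124569706 of GRCm38) had 245 ± 14.1 normalized counts (SD, n = 4) in *Mtg16 T/T* and 100.2 ± 4.75 (SD, n = 3) in WT (1.28, 0.0255) and in *Mtg16-/-* colon a log2 fold change of 1.50 (0.0292). *Agt* is the only one of the 33 genes raised in *Mtg16-/-* colon that lies within 20 Mb of *Cbfa2t3*. The medians of the 22 log2 fold changes were 1.92 in *Mtg16-/-* and 1.14 in *Mtg16 T/T* colon. *Pex5l* (adjusted p = 0.109), *Insm1* (0.362), *Syt13* (0.464) and *Kcnh6* (0.464) were higher without passing the threshold in *Mtg16 T/T* colon, and *Insm1* (0.072) in *Mtg16-/-* colon. Each of these genes passed it with DESeq2 on the recovered reads. With 1 library left out at a time, *Agt* reached an adjusted p of 0.14 in *Mtg16-/-* and 0.23 in *Mtg16 T/T* colon, and *Insrr* 0.0143 and 0.0862. From the enteroendocrine genes among those raised in both, together with MTG16 occupancy near 11 of the 22 and counts of *Neurog3*+ cells, the paper concludes that secretory lineage allocation depends on MTG16 and E proteins, probably via inhibition of NEUROG3-mediated commitment.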

A publicly available MTG16 ChIP-Seq data set from SI crypts (16) exhibited significant MTG16 occupancy proximal to 11 of the 22 genes (Table 1), including a large peak at an E box–rich site upstream of *Neurog3* (Figure 4B). Additionally, *Neurog3^+^* enteroendocrine progenitor cells were markedly increased in both *Mtg16^–/–^* and *Mtg16^T/T^* colon crypts as assessed by RNAscope (Figure 4, C and D). Altogether, these data indicated an MTG16:E protein–dependent mechanism of colonic secretory lineage allocation, probably via inhibition of NEUROG3-mediated commitment to the enteroendocrine cell lineage.

### MTG16 is upregulated in patients with active IBD.

There has been considerable interest in the role of secretory cell lineage misallocation and dysfunction in the pathogenesis of IBD, which includes ulcerative colitis (UC) and Crohn’s disease and is defined by continuous epithelial injury and regeneration (8, 36, 53–57). Additionally, several large RNA-Seq studies of human UC biopsies have recently been published, including the Predicting Responses to Standardized Pediatric Colitis Therapy (PROTECT) study (58, 59) and mucosal biopsies from patients with active UC, patients with UC in remission, and healthy controls (60). We found that *MTG16* was upregulated in patients with UC in both RNA-Seq data sets (Figure 5, A and B). *MTG16* expression decreased with remission yet remained elevated compared with unaffected controls (Figure 5B). Last, a microarray data set from pediatric colon biopsies (61) demonstrated upregulation of *MTG16* in both UC and Crohn’s colitis (Figure 5C). Collectively, these data show that increased *MTG16* expression is correlated with active injury and regeneration in IBD.

### MTG16 contributes to colon crypt regeneration following DSS-induced colitis.

As stated previously, MTG16 deficiency increases disease severity in DSS-induced colitis (17), a mouse model of IBD (schematic in Figure 5D) that recapitulates histologic features of human UC (62). We first assessed *Mtg16* expression in DSS-induced colitis to determine whether it would recapitulate the increased *MTG16* expression in human IBD. Because DSS treatment largely affects the distal colon (62), we compared distal WT colon crypt epithelial isolates after DSS-induced injury and regeneration with WT distal colon crypts at baseline. Indeed, *Mtg16* expression was significantly increased in regenerating colon crypts (Figure 5E), similar to human IBD. Thus, we posited that MTG16 expression may be critical for epithelial regeneration in colitis.

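The comparison used 3 WT distal libraries taken after DSS, which damages the colonic epithelium, and 3 at baseline, all WT littermates of the *Mtg16 T/T* colony. The mice received 2% DSS for 5 days in 1 cycle, followed by 4 days of recovery. The libraries after DSS held 47860525 to 74661922 reads (median 58192946) and were all sequenced under request 5740, and those at baseline under request 5094, so the request and the treatment cannot be told apart in this comparison. Of 13566 genes, 1897 were higher and 2936 lower after DSS, and 4212 of these 4833 were also called in the authors' table. With the trend of each library with transcript length removed, chosen after the data were examined, 3793 were higher and 2587 lower. The count depended on single libraries. It was 1 without baseline replicate 2, with 4900 genes at an unadjusted p under 0.05, 514 without DSS replicate 1, 684 without baseline replicate 1, 1271 without baseline replicate 3, 1822 without DSS replicate 2 and 9086 without DSS replicate 3. With the log2 *Xist* level as a covariate for sex, which the labels do not give, it was 1. *Pcsk5* (237 normalized counts after DSS and 2.01 at baseline), *Mal* and *H2ac19* had the largest increases and *Gvin1*, *Cenpf* and *Rps6-ps4*, which was listed at 0 after DSS, the largest decreases. In simulated data of these group sizes with only 200 genes changed, 0 of 200 given a 2-fold difference were called and 178 of 200 given a 4-fold difference. These shares do not carry over to the real comparison, where far more genes were called and the adjustment was less strict. Of its 1897 higher genes, 1052 changed by at least 1.5-fold, so smaller changes were called as well.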

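*Cbfa2t3* had 2876, 2863 and 2126 normalized counts after DSS and 1089, 1129.7 and 1202 at baseline, with means of 2621 ± 429.5 and 1140.3 ± 57.2 (SD, n = 3 each). The log2 fold change was 1.19 (standard error 0.155, adjusted p = 0.00814 from limma). The groups did not overlap, and an exact permutation test cannot go below p = 0.1 with 3 libraries against 3. With each library left out in turn the fold change stayed between 1.11 and 1.33 and the adjusted p between 4.29e-06 and 0.0535, the highest without baseline replicate 2. With the *Xist* covariate it was 0.0664. The WT littermates of the *Mtg16-/-* colony, whose DSS libraries came from request 6217, share no library with these. Scaled together by TMM, they had 1821, 1650.3 and 2262 after DSS and 1961, 1822, 1118 and 1687 at baseline, a log2 fold change of 0.23 (standard error 0.206, adjusted p = 0.534). The difference in the effect of DSS between the colonies was 0.95 (standard error 0.257, from the standard errors of both limma fits, a comparison chosen after the values were seen). From the increase after DSS, as in human IBD, the paper posits that *Mtg16* expression may be critical for epithelial regeneration in colitis.

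**Figure D2:**
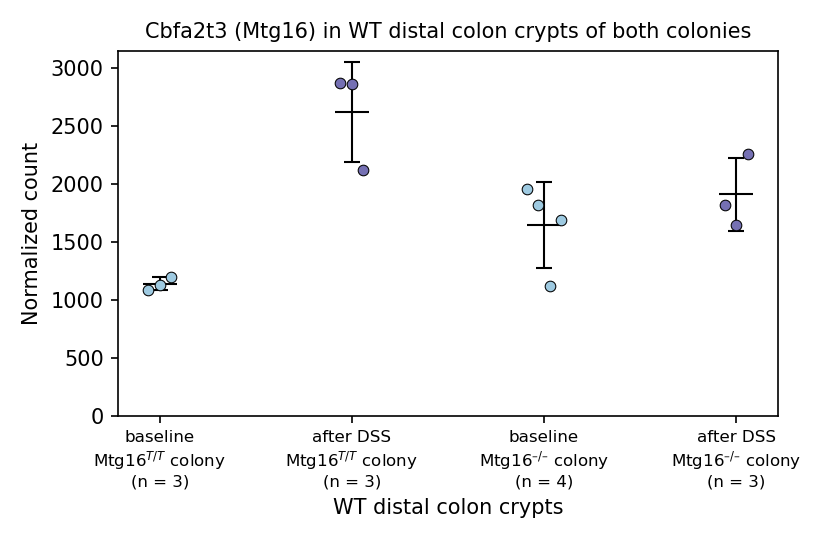
Normalized counts of *Cbfa2t3* in WT distal colon crypts at baseline and after DSS, with a point per library, a bar at the mean and whiskers of 1 SD (n = 3 or 4). The colonies were scaled apart, so levels compare within a colony. In the *Mtg16 T/T* colony the libraries after DSS lie above those at baseline, and in the *Mtg16-/-* colony the groups overlap.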

The cellular sources of intestinal repair have been a major focus of the field over the last several decades. Recently, Murata et al. demonstrated that any CBC progeny cell can dedifferentiate and repopulate ablated CBCs by inducing expression of *Ascl2* (2). After CBC ablation, 238 significantly upregulated genes defined the dedifferentiating ASCL2^+^ cells compared with resting CBCs. Interestingly, *Mtg16* was one of these few significantly upregulated genes (log_2_[fold change] = 2.05, *P*_adj_ = 0.004) (2). Furthermore, ASCL2 ChIP-Seq data in the dedifferentiating population (2) yielded a peak at a second TSS of *Mtg16*, suggesting that ASCL2 induces *Mtg16* expression during colonic epithelial regeneration (Figure 5F).

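The signature of dedifferentiating *Ascl2*+ cells in Supplemental Table 4 holds 237 distinct genes, of which 188 were tested in WT distal colon after DSS against baseline and 129 were higher after DSS (median log2 fold change 0.46). The normalized enrichment score was 2.96. Of the 1000 gene permutations, 15 gave a score of the same sign and none of them was as large, so that the p could not fall below 0.0625 and the adjusted p was 0.181. With 20000 permutations the adjusted p was 0.0201 (score 3.03), with camera 2.94e-05 and with fry 0.00381. In WT littermates of the *Mtg16-/-* colony, the score was 2.102 (adjusted p = 0.00464). Without DSS replicate 3, the score with 1000 permutations was 2.43 with an adjusted p of 0.929. *Cbfa2t3* belongs to the signature. With 20000 permutations, the score was 3.00 without it and 3.03 with it.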

To confirm that the ASCL2-driven regeneration program described by Murata et al. was relevant to crypt regeneration following DSS-induced injury, we constructed a gene set consisting of the 238 genes upregulated in *Ascl2*^+^ regenerating cells (2) (Supplemental Tables 3 and 4), performed GSEA, and observed significant enrichment of this signature in WT distal colon crypts after DSS-induced regeneration (Figure 5G). Conversely, this regeneration signature was significantly de-enriched in *Mtg16^–/–^* colon crypts following DSS-induced injury, despite enrichment of other gene signatures associated with intestinal epithelial regeneration (Figure 5, H and I, and Supplemental Tables 3 and 4) (63–67). Together, these data implicate MTG16 as a component of ASCL2-driven regeneration and repair in the colon. 

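Distal crypts after DSS were compared in 4 *Mtg16-/-* and 3 WT littermate libraries, all from request 6217, with the same dose and recovery. The *Mtg16-/-* libraries held 47306714 to 61770694 reads (median 56056664) and the WT libraries 52903006 to 59395435 (median 57026727). *Cbfa2t3* had 427, 594, 595 and 486 normalized counts in *Mtg16-/-* and 2019.5, 1845 and 2519 in WT, a log2 fold change of -2.02 (standard error 0.187, adjusted p = 0.00292 from limma). Libraries of both genotypes that carry the same replicate number resembled each other beyond their group (correlation over genes of 0.554, 0.46 and 0.317 for numbers 1, 2 and 3), so the numbers were treated as pairs. Their trends with transcript length were also alike (-0.207 in WT and -0.17 in *Mtg16-/-* for number 1, 0.155 and 0.169 for number 2). A shared length bias may therefore produce the resemblance. In *Mtg16 T/T* and WT crypts after DSS the correlations were -0.0294, -0.708 and -0.766, so correlations of this size do not by themselves mark pairs. In the unpaired fit, 55 of 14476 genes were higher and 36 lower in *Mtg16-/-*, and with the pairs as blocks 817 were higher and 449 lower. With the trend of each library with transcript length removed, chosen after the data were examined, 102 were higher and 113 lower in the unpaired fit and 781 and 783 with the pairs as blocks. All 91 genes of the unpaired fit were also called in the authors' table. The count without 1 library ran from 28 (without *Mtg16-/-* replicate 3) to 106 (without *Mtg16-/-* replicate 2), with 35 without WT replicate 3, 38 without *Mtg16-/-* replicate 1, 40 without WT replicate 2 and 50 without *Mtg16-/-* replicate 4. Mean normalized counts in *Mtg16-/-* and in WT of the genes that rose most were 754 and 3.10 for *Ngp* and 498 and 11.0 for *Chil3*, with *Camp* at 100.3 in *Mtg16-/-* and listed at 0 in WT. Of the genes that fell most, *Mptx1* had 2538 and 31604, with *Dlk1* and *Rab3b* next. *Ngp*, *Camp* and *Chil3* are transcribed in neutrophils and other myeloid cells, and the measured level of such transcripts in these crypt isolates differed between the genotypes by 2.44 on the log2 scale over the marker list for myeloid cells.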

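After DSS, 68 of the 205 tested genes of the *Ascl2*+ signature were higher in *Mtg16-/-* than in WT crypts and the rest lower. The normalized enrichment score was -2.22 with an adjusted p of 0.0104 from 1000 gene permutations. Fry did not call it (adjusted p = 0.105), and the adjusted p over all alternatives ran from 1.58e-05 to 0.105, the lowest from camera with the pairs as blocks. The other regeneration signatures scored 2.95 (adjusted p = 0.0039; fry, 0.0387) for regenerating epithelium after DSS, 2.598 (adjusted p = 0.0039; fry, 0.0387) for the composite injury signature, 2.103 (adjusted p = 0.0039; fry, 0.0448) for fetal epithelium, 1.91 (adjusted p = 0.0039; fry, 0.0876) for the SSC2c cluster and 0.87 (adjusted p = 0.845; fry, 0.799) for *Clu*+ revival cells. Over the 32 sets, 17 were higher and 6 lower by gene permutation, of which 9 were also called by fry, and camera with the pairs as blocks called 13, without the SSC2c set (adjusted p = 0.106). The signature was lower in *Mtg16-/-* at baseline as well, with a score of -2.24 (adjusted p = 0.0323; fry, 0.221). The change from baseline to DSS in the *Mtg16-/-* effect on it was a median of -0.04 per gene (camera adjusted p = 0.606), whereas the set of regenerating epithelium rose by 0.60 (4.03e-20, and 0.00607 with an estimated correlation). From the lower *Ascl2*+ signature among other, higher regeneration signatures, the paper implicates MTG16 as a component of ASCL2-driven regeneration and repair.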

Similar to our findings in colon homeostasis, E protein transcriptional signatures were enriched in post-DSS *Mtg16^–/–^* colon by GSEA (Figure 5, J and K), leading us to hypothesize that the contribution of MTG16 to colon crypt regeneration occurs via repression of E protein–mediated transcription.

### Attenuation of MTG16:E protein interactions disables epithelial regeneration following DSS-induced colitis.

To test whether MTG16-dependent regeneration occurs via an E protein–dependent mechanism, we next analyzed colonic epithelial regeneration following DSS-induced injury (Figure 6A) in *Mtg16^T/T^* versus WT mice. Like *Mtg16^–/–^* mice, *Mtg16^T/T^* mice developed worse colitis and poor regeneration measured by increased weight loss (Figure 6B), decreased colon length (Figure 6C), and increased histologic injury-regeneration score (Figure 6D and Supplemental Table 2) compared with WT. *Mtg16^T/T^* mice also exhibited increased extent of injury along the length of the *Mtg16^T/T^* colon (Figure 6E). Next, we injected mice with 5-ethynyl-2′-deoxyuridine (EdU) 1 hour prior to sacrifice following DSS injury and regeneration and found that *Mtg16^T/T^* mice had fewer S-phase cells in injury-adjacent crypts (Figure 6F), indicating a proliferation defect in the crypts that actively regenerate the ulcerated colonic epithelium following DSS-induced colitis (68). 

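Distal crypts after DSS were sequenced from 3 *Mtg16 T/T* and 3 WT littermate mice, all under request 5740. The *Mtg16 T/T* libraries held 34495101 to 55317582 reads (median 43676972), and the WT libraries are those compared with baseline colon. *Cbfa2t3* had 3073, 2956 and 3125 normalized counts in *Mtg16 T/T* and 3126, 3087 and 2244 in WT, a log2 fold change of 0.13 (adjusted p = 0.839 from limma). Of 13648 genes, 0 passed an adjusted p of 0.05 and 1197 an unadjusted p of 0.05, where 682 are expected by chance. DESeq2 on the recovered reads called 135 higher and 156 lower, and limma with the *Xist* covariate 26 higher and 95 lower. In simulated data of this design, 0 of 200 genes given a 2-fold difference and 129 of 200 given a 4-fold difference were called, so changes of 2-fold were not detectable here.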

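Of the 188 tested genes of the *Ascl2*+ signature, 61 were higher in *Mtg16 T/T* than in WT crypts after DSS. The score was -2.78 (adjusted p = 0.00394; fry, 0.0256). It was 2.82 (adjusted p = 0.00394; fry, 0.041) for regenerating epithelium after DSS, 2.19 (adjusted p = 0.00394; fry, 0.044) for the composite injury signature, 1.52 (adjusted p = 0.00791; fry, 0.188) for fetal epithelium, 1.25 (adjusted p = 0.164; fry, 0.212) for the SSC2c cluster and 1.85 (adjusted p = 0.00394; fry, 0.236) for *Clu*+ revival cells. By gene permutation, 12 of 32 sets were higher and 10 lower, camera called 13, and fry 4, all among those 22. The change of the *Mtg16 T/T* effect from baseline to DSS had a median of -0.27 over the *Ascl2*+ signature (camera adjusted p = 5.25e-07; estimated correlation, 0.0123) and of 0.64 over regenerating epithelium (1.9e-12; 0.00157). The WT libraries after DSS also enter the comparison of WT crypts with baseline. The fold changes of these comparisons had a correlation of -0.56 over 13362 genes, and sharing 3 libraries gave -0.5 in simulated data without any effect, so a signature that rises in one tends to fall in the other for that reason alone.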

Finally, like we observed in our *Mtg16^–/–^* analyses, RNA-Seq of *Mtg16^T/T^* distal colon crypt epithelial isolates following DSS injury and regeneration was de-enriched for the ASCL2-mediated dedifferentiation signature despite the enrichment of other gene signatures associated with regeneration (Figure 6, G and H, and Supplemental Tables 3 and 4). These data suggest that the effect of MTG16 loss on ASCL2-mediated colonic epithelial regeneration is directly or indirectly due to increased E protein transcription targets.

### MTG16 expression is decreased in dysplasia.

Because *MTG16* expression was upregulated in IBD, we wondered whether *MTG16* expression would be increased in IBD-driven colon cancer (CAC) compared with sporadic colorectal cancer (CRC). We previously observed decreased *MTG16* expression in sporadic CRC and CAC compared with normal colon tissue (18) but had not directly compared expression levels of *MTG16* between these different neoplastic origins. To do so, we first confirmed our previous findings in sporadic CRC using DESeq2 on raw counts generated by Rahman et al. (69) from The Cancer Genome Atlas (TCGA) (70) (Figure 7A). We then analyzed *MTG16* expression in bulk RNA-Seq of CRC and CAC tumors (71) and found no significant difference in *MTG16* expression (Figure 7B), indicating that *MTG16* expression is reduced in colon dysplasia regardless of whether it is driven by IBD.

### MTG16-mediated protection from CAC is partially dependent on MTG-mediated repression of E protein transcription factors.

We previously showed that *Mtg16^–/–^* mice have increased mortality, tumor burden, tumor grade, and tumor cell proliferation and apoptosis, as well as alterations in the intratumor immune environment in AOM/DSS-induced CAC (18). We next tested whether the mechanism driving these phenotypes was E protein dependent by treating *Mtg16^T/T^* mice with AOM/DSS (Figure 7C). Like *Mtg16^–/–^* mice, *Mtg16^T/T^* mice did exhibit increased histologic injury, tumor multiplicity, and tumor size compared with WT (Figure 7, D–G). Interestingly, *Mtg16^T/T^* mice had more tumors and larger tumors in the middle and proximal colon than their WT counterparts (Figure 7, H and I). This was consistent with DSS-induced injury extending further toward the proximal colon (Figure 6E). These data suggest that this phenotype could be driven by increased proximal colon injury. However, unlike *Mtg16^–/–^* mice, *Mtg16^T/T^* mice did not have significantly more weight loss (Figure 7J), colon shortening (Figure 7K), mortality (Figure 7L), or tumor dysplasia (Figure 7M) compared to WT.

We further characterized proliferation, apoptosis, and DNA damage in *Mtg16^T/T^* tumor epithelial cells (Supplemental Figure 8, A–C) and the *Mtg16^T/T^* intratumor immune cell environment by immunofluorescence staining (Supplemental Figure 8, D–G). Unlike our previous characterization of *Mtg16^–/–^* tumors, our data demonstrated no increase in tumor epithelial cell proliferation (Supplemental Figure 8A), a decrease (instead of increase) in tumor epithelial cell DNA damage (Supplemental Figure 8C), no difference in F4/80^+^ intratumor macrophages (Supplemental Figure 8E), a subtle decrease in tumor-infiltrating CD3^+^ T cells (Supplemental Figure 8F), and no decrease in infiltrating B220^+^ B cells (Supplemental Figure 8G). We did not observe a difference in intratumor Ly6B.2^+^ cells (Supplemental Figure 8D), which we did not evaluate in the *Mtg16^–/–^* AOM/DSS mouse study. We did, however, observe a subtle increase in apoptotic epithelial cells per tumor (Supplemental Figure 8B), similar to our prior findings in *Mtg16^–/–^* tumors (18). The epithelial phenotypes in Supplemental Figure 8, A–C, were recapitulated in tumoroids derived from distal, but not proximal, WT and *Mtg16^T/T^* tumors (Supplemental Figure 9).

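Whole distal tumors were homogenized, unlike the crypt isolates of the other experiments, after AOM at 10 mg/kg and 3 cycles of 3% DSS for 4 days with 16 days of recovery. RNA from 3 *Mtg16 T/T* and 3 WT tumors was sequenced under request 5698. The *Mtg16 T/T* libraries held 42840406 to 62842728 reads (median 60698530) and the WT libraries 32231389 to 54455828 (median 46099268). *Cbfa2t3* had 1641, 1931 and 1825 normalized counts in *Mtg16 T/T* and 1475, 1115 and 1264 in WT tumors, a log2 fold change of 0.49 (adjusted p = 0.998 from limma).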

Finally, we performed RNA-Seq on distal colon tumors from littermate- and cage-matched WT and *Mtg16^T/T^* mice to test whether *Mtg16^T/T^* AOM/DSS tumors would exhibit the increased canonical WNT signaling tone that we previously demonstrated in *Mtg16^–/–^* AOM/DSS tumors (18). 

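*Fzd9* (ENSMUSG00000049551.2, chromosome 5 from 135248938 to 135251230 of GRCm38) had 117 ± 19.3 normalized counts (SD, n = 3) in *Mtg16 T/T* and 52.4 ± 5.77 (SD, n = 3) in WT tumors, a log2 fold change of 1.14 (standard error 0.253, adjusted p = 0.998 from limma, 0.0997 with DESeq2 and 1 with edgeR on the recovered reads). With single libraries left out, the adjusted p from limma ran from 0.475 to 1. The groups did not overlap, and 3 tumors against 3 allow no exact permutation p below 0.1. Of 15900 genes, 0 passed an adjusted p of 0.05 and 392 an unadjusted p of 0.05, where 795 are expected by chance. DESeq2 on the recovered reads called 12 genes higher and 13 lower. The canonical WNT set was not analysed here.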

On the contrary, RNA-Seq demonstrated differential expression of only 1 WNT-related gene, the WNT receptor *Fzd9* (Figure 7N), and GSEA did not demonstrate enrichment of the canonical WNT signaling pathway (unpublished observation). We did observe increased expression of enteroendocrine-associated genes, potentially attributable to the epithelial phenotype at baseline (Figure 7N). 

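The heat map of tumors names 25 genes, of which 23 are in the table under these names. Of these, 11 were higher and 12 lower in *Mtg16 T/T* tumors, and the groups of all 23 were separated, as chance gives in 1 of 10 genes not chosen on these tumors, as these were. Over all genes tested, 0 of the 23 were called, and all had an unadjusted p under 0.05. Adjusted over the list alone, 23 were called, which is not independent evidence, since the list was chosen on these tumors. *Insrr* had 139 ± 20.2 normalized counts (SD, n = 3) in *Mtg16 T/T* and 25.9 ± 9.89 (SD, n = 3) in WT tumors (log2 fold change 2.43, adjusted p = 0.406) and *Reg4* a log2 fold change of 0.99 (0.641). Also among the higher were *Ces1c* (1.85), *Mptx2* (3.08) and *Cidea* (2.53), each with an adjusted p of 0.406. *Defa42* was listed at 0 in the 3 *Mtg16 T/T* tumors and had 63.3 ± 31.2 normalized counts (SD, n = 3) in WT. The paper attributes the raised enteroendocrine genes potentially to the epithelial phenotype at baseline. From these and its other AOM/DSS data, it concludes that *Mtg16 T/T* mice recapitulate few AOM/DSS phenotypes of *Mtg16-/-* mice.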

GSEA using the oncogenic signatures found in the MSigDB demonstrated deranged cell cycle control and KRAS signaling, though many conflicting gene sets were enriched (unpublished observation). Overall, these data indicate that *Mtg16^T/T^* mice recapitulate few *Mtg16^–/–^* AOM/DSS phenotypes, suggesting that MTG16 protects the colonic epithelium from tumorigenesis through additional mechanisms.

## Discussion

In this study, we investigated the mechanism underlying context-specific functions of the transcriptional corepressor MTG16. We identify what we believe are previously unappreciated roles for MTG16 as a critical regulator of colonic secretory cell differentiation and active colon regeneration. To define the mechanism underlying these phenotypes, we utilized a mouse model with a single point mutation in MTG16, MTG16^P209T^, that attenuates direct binding between MTG16 and the E proteins E2A and HEB (52). *Mtg16^T/T^* mice homozygous for this MTG16:E protein uncoupling mutation largely recapitulated *Mtg16^–/–^* lineage allocation and regeneration phenotypes, though the effect of MTG16 loss in inflammation-driven dysplasia appears to partially be due to increased E protein activity. Thus, these data indicate potentially new roles for MTG16:E protein complexes in colonic epithelial homeostasis, regeneration, and tumorigenesis.

First, we demonstrated a potentially novel role for MTG16 in colonic epithelial homeostasis. MTG16 has been shown to repress stem, goblet, and enteroendocrine cell genes to drive enterocyte differentiation in the SI (16). However, in accordance with numerous studies demonstrating important differences between SI and colon biology (2, 36, 72–75), *Mtg16^–/–^* colonic epithelial isolates did not exhibit increased stem cell transcriptional signatures or an overall decrease in secretory genes. Instead, we observed specific upregulation of E protein transcriptional signatures and the enteroendocrine lineage. This could be due to the fact that MTG16 repression targets, and its effects on them, vary in different tissues and cell types due to expression gradients of its binding partners (14). Another potential explanation for the difference between SI and colonic phenotypes is that SI secretory progenitor cells that express *Neurog3*, the class II bHLH transcription factor required for enteroendocrine cell differentiation (43, 44), may still differentiate into goblet and Paneth cells, while colonic secretory progenitor cells that express *Neurog3* are fully committed to the enteroendocrine lineage in the colon (46, 73). Compared with WT, *Mtg16^–/–^* colon crypts demonstrated increased expression of *Neurog3* by RNA-Seq, increased *Neurog3*^+^ secretory progenitor cells per colon crypt by RNAscope, and significant enrichment (FDR *q* < 0.05) of gene sets representing all enteroendocrine lineage cells starting at the *Neurog3*^+^ enteroendocrine progenitor stage. Importantly, expression of *Neurog3* is transient and does not continue as enteroendocrine cells progress through differentiation (45). Thus, we believe the transcriptomic changes we observed by bulk RNA-Seq are not simply a reflection of the phenotypic decrease in differentiated enteroendocrine cells we observed by IHC for SYP and immunofluorescence staining for CHGA.

Next, we mechanistically probed the extent to which MTG16:E protein interactions drive MTG16-associated lineage allocation in the colon using a mouse model homozygous for an amino acid substitution in MTG16 (MTG16^P209T^) (52). Strikingly, with this single amino acid change, *Mtg16^T/T^* mice recapitulated *Mtg16^–/–^* colonic secretory phenotypes, including increased enteroendocrine cells, increased *Neurog3* expression by RNA-Seq, increased *Neurog3*^+^ progenitors, enrichment of gene sets representing all enteroendocrine lineage cells starting at the *Neurog3*^+^ enteroendocrine progenitor stage, and decreased goblet cells. Analysis of a publicly available SI ChIP-Seq data set (16) indicated MTG16 occupancy of an E box–rich region at the *Neurog3* promoter. From these data, we believe that MTG16 prevents the differentiation of secretory progenitor cells toward the enteroendocrine cell lineage, enabling differentiation of the goblet cell lineage, by repressing E protein oligomers at the *Neurog3* promoter. MTG16 could be repressing E protein homo-oligomers at this locus, as E2A homodimers have recently been found to promote neural differentiation and increased *Neurog3* expression and in pluripotent cells, even under nonpermissive conditions (31). MTG16 could also be repressing E protein:class II bHLH transcription factor hetero-oligomers activating transcription of the *Neurog3* locus. One class II bHLH transcription factor known to bind to the *Neurog3* promoter is atonal bHLH transcription factor 1 (ATOH1) (76). However, MTG16 has been shown to bind ATOH1 transcriptional targets involved in the differentiation of multiple secretory lineages, including *Spdef*, the transcription factor known for initiating goblet cell differentiation (16). It is possible that the enteroendocrine-promoting effect of increased E protein activity is amplified following increased induction of *Neurog3*. NEUROG3 induces transcription of *Neurod1*, the next class II bHLH transcription factor in the enteroendocrine transcription factor cascade (45, 77), probably through heterodimerization with E proteins, which has been demonstrated in pancreatic endocrine cells (78, 79). In turn, NEUROD1: E protein complexes induce transcription of other enteroendocrine transcription factors and hormones (50, 77). On the contrary, SPDEF is not a bHLH transcription factor, has not been shown to bind to E proteins, and has not been shown to be repressed by MTG16. Additionally, complex regulatory relationships are at play in these transcription factor cascades, as *Mtg16* itself has been shown to be a transcriptional target of E proteins in the hematopoietic system (1) and ATOH1 in both SI and colon (29).

Another transcription factor recently shown to be involved in SI and colonic secretory lineage allocation is retinoic acid receptor alpha (RARα). Jijon et al. demonstrated that *Vil1-Cre* *RARα^fl/fl^* mice develop increased goblet cells in the SI and decreased enteroendocrine cells in both the SI and colon (80). Recently, Steinauer et al. demonstrated that MTG16 regulates histone acetylation and chromatin accessibility of myeloid-specific enhancers to reduce expression of RARα target genes in human acute myeloid leukemia cells (81). This mechanism could explain increased colonic enteroendocrine cells in the setting of MTG16 loss but does not entirely explain the colonic goblet cell phenotype observed in our study. Additionally, GSEA of our bulk transcriptomic data did not reveal upregulation of RARα target genes or the RAR pathway in *Mtg16^–/–^* or *Mtg16^T/T^* colonic epithelial isolates (unpublished observation). Studies have shown that RARα antagonizes E protein activity by inducing transcription of *ID1* and *ID2* in human acute promyelocytic leukemia cells treated with all-*trans*-retinoic acid (82) and *ID1* and *ID3* gene expression in normal human keratinocytes (83). Thus, it is possible that downstream effects of the RAR pathway counteract the effects of MTG16:E protein uncoupling in our bulk RNA-Seq data. Finally, another non–E protein–mediated pathway involved in secretory lineage allocation is the noncanonical, β-catenin–independent WNT/planar cell polarity (PCP) pathway, which may enable enteroendocrine cells to differentiate directly from “unipotentially primed” intestinal stem cells (84). The WNT/PCP pathway was mildly enriched (FDR *q* value = 0.11) in *Mtg16^–/–^*, but not *Mtg16^T/T^*, colon crypts. This could be responsible for the slight difference in magnitude between *Mtg16^–/–^* and *Mtg16^T/T^* phenotypes. These are interesting areas of further investigation.

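The WNT/PCP set of Supplemental Table 4 has 126 genes. In distal *Mtg16-/-* colon 74 of 100 tested were higher, with a normalized enrichment score of 1.46 (1000 gene permutations, adjusted p = 0.0354; fry, 0.0434). Over the alternatives the adjusted p ran from 0.00252 to 0.065, the highest without *Mtg16-/-* replicate 4, and it was also above 0.05 without WT replicate 3 (0.0574) and without *Mtg16-/-* replicate 1 (0.0562). In distal *Mtg16 T/T* colon 36 of 97 were higher, with a score of 1.14 (adjusted p = 0.3; fry, 0.919). The difference between the genotypes in this set was not tested.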

An area of considerable interest in gastrointestinal biology is the relationship between epithelial differentiation and regeneration (4). Although it was long thought that dedicated *Bmi1*^+^ or *mTert*^+^ “reserve” stem cells at the +4/+5 position replenished the stem cell compartment in intestinal epithelial regeneration, recent data indicate that these cells are enteroendocrine cells that can dedifferentiate into stem cells following injury (47). Recently, “committed” progenitors from both the secretory and absorptive lineages were demonstrated to share this ability through induction of ASCL2 (2). In this study, *Ascl2*^+^ dedifferentiating cells were isolated from the colonic epithelium following CBC ablation (2). Interestingly, these cells were not enriched for *Clu* or fetal epithelial genes (2), which were previously thought to enhance intestinal epithelial response to injury (63–67). *Mtg16* was one of the few genes upregulated in these regenerating cells, and ChIP-Seq demonstrated an ASCL2 peak at a second TSS in the *Mtg16* locus (2). Demonstrating relevance to DSS-induced colon regeneration, both *Mtg16* and the *Ascl2^+^* regenerating cell signature were upregulated in regenerating WT colon epithelium compared with baseline. *MTG16* was also upregulated in multiple IBD patient cohorts and even decreased with remission, during which the colon epithelium is closer to homeostatic renewal. Finally, RNA-Seq and GSEA of *Mtg16^–/–^* and *Mtg16^T/T^* colonic epithelial isolates following DSS-induced injury demonstrated enrichment of “revival” stem cell signatures and fetal epithelial signatures but de-enrichment of the *Ascl2^+^* regenerating cell signature. These data indicate an active, E protein–mediated role for MTG16 in colon regeneration and provide a potential explanation for defective colonic epithelial regeneration in *Mtg16^–/–^* mice despite an apparent baseline enrichment of *Bmi1*^+^ and *mTert*^+^ “reserve” stem cells. Future work is necessary to determine which E protein complexes and gene targets are repressed by MTG16 in *Ascl2^+^* dedifferentiating cells. One possibility is that ASCL2-induced *Mtg16* expression forms a negative feedback loop in which MTG16 attenuates stemness so that not all cells in the crypt dedifferentiate into *Lgr5*^+^ stem cells. This is supported by our previous work demonstrating that MTG16 negatively regulates major transcription factor effectors of the canonical WNT signaling pathway in the hematopoietic system (15), although we did not observe canonical WNT pathway activation by transcriptomic analyses of the homeostatic or regenerating *Mtg16^–/–^* colonic epithelia. Instead, ASCL2 could be inducing *Mtg16* expression to prevent dedifferentiating cells from expressing *Neurog3*, reversing course, and differentiating toward the enteroendocrine lineage. Notably, although ASCL2 is a class II bHLH transcription factor, our study does not attempt to address whether MTG16 inhibits ASCL2:E protein complexes downstream of *Ascl2*-induced Mtg16 expression. These are interesting areas of future investigation.

Finally, we tested the role of MTG16:E protein interactions in inflammatory carcinogenesis. We previously showed that *Mtg16^–/–^* mice develop greater tumor burden than their WT counterparts with AOM/DSS treatment, and *Mtg16^–/–^* tumors exhibit increased WNT tone (18). Although we did observe increased histologic injury, tumor burden, and tumor size in *Mtg16^T/T^* mice, *Mtg16^T/T^* tumors did not recapitulate the higher grade of dysplasia observed in *Mtg16^–/–^* tumors or enrichment in the WNT signaling pathway. Thus, disabling one known function of MTG16 was not sufficient to fully replicate the *Mtg16^–/–^* phenotype. Indeed, our group recently showed that the effects of MTG16 loss on CAC development are dependent on Kaiso (ZBTB33) (85). Additionally, E proteins have been shown to be both antitumorigenic and protumorigenic in colon cancer via epithelium-intrinsic and -extrinsic effects, including attenuation of the canonical WNT signaling pathway (86–88). Future studies are necessary to determine additional MTG16 binding partners and repression targets responsible for suppressing carcinogenesis.

In conclusion, we discovered key functions of MTG16 in colonic secretory lineage allocation and regeneration following colitis dependent on its repression of E proteins. Confirming translational relevance, we determined that *MTG16* is upregulated in patients with active IBD, reduced with restitution, and decreased in dysplasia. Thus, *MTG16* may be a candidate biomarker for disease activity or a target to modulate differentiation and regeneration.

## Methods

### Animal models.

*Mtg16^–/–^* mice were previously generated and backcrossed to a C57BL/6J background (89). *Mtg16*^P209T^ mutant mice were generated by the Vanderbilt Genome Editing Resource (VGER) using CRISPR/Cas9-mediated dsDNA cleavage followed by homology-directed repair. Briefly, 50 ng/μL guide RNA (5′ TTTGTTATCCCTTTTCTGAAGG 3′), 200 ng/μL of 119 bp single-stranded donor DNA (5′ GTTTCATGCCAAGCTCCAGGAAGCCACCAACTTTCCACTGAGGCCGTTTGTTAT-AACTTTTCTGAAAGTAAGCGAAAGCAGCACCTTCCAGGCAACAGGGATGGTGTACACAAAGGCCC 3′), and 100 ng/μL Cas9 mRNA were microinjected into the cytoplasm of C57BL/6J mouse embryos. Embryos were implanted into the oviduct of pseudopregnant female mice. The resulting pups were screened for successful editing by PCR. PCR for the WT *Mtg16* allele was performed using the primers SWH1432 (5′ AGCACCTGCCCCCGGCGTGCG 3′) and SWH1438 (5′ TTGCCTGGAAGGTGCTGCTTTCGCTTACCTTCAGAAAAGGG 3′). PCR for the *Mtg16*^P209T^ mutant allele was performed using the primers SWH1432 and SWH1435 (5′ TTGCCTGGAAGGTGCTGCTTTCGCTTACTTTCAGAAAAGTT 3′). Both reactions were performed using the following thermal cycle: 95°C for 5 minutes initial denaturation; 35 cycles of 95°C for 30 seconds, 61°C for 1 minute, and 72°C for 5 minutes; and 72°C for 10 minutes final extension (representative reactions in Supplemental Figure 7, A and B; full, uncropped gels available in online supplemental material). On-target edits in potential founders were validated by genomic sequencing of the donor DNA sequence and at least 200 bp of flanking genomic DNA. Founders were crossed with WT C57BL/6J mice to minimize any remaining off-target effects. Expression of full-length MTG16 (MTG16^P209T^) in *Mtg16^T/T^* mice was confirmed by immunoblot (Supplemental Methods and Supplemental Figure 7C; full, uncropped gels available in online supplemental material). Littermate-matched WT and *Mtg16^–/–^* and WT and homozygous *Mtg16*^P209T^ mutant (*Mtg16^T/T^*) mice were bred in independent mouse colonies using heterozygous × heterozygous breeding schemes, housed in the same facility with a 12-hour light/12-hour dark cycle, and provided with standard rodent chow (5L0D, LabDiet) ad libitum. Approximately equal numbers of 8- to 12-week-old male and female mice were used in each experiment.

### scRNA-Seq.

InDrop scRNA-Seq and analysis were performed on 2 independent (discovery and validation) cohorts of human colon samples as previously described (90). For the Colorectal Molecular Atlas Project (discovery) cohort, cells were encapsulated using a modified inDrop platform (91). Libraries were prepared using the TruDrop protocol ll (92) and sequenced to a target of 150 million reads (90). Results were validated using independent data from the Broad Institute (validation cohort) (90). *MTG16* expression was queried in normal human colon cells identified in the discovery and validation data sets, which are publicly available through the Human Tumor Atlas Network (https://data.humantumoratlas.org/) (93). *Mtg16* expression was queried from murine scRNA-Seq data generated from WT colon crypts using the inDrop platform (1CellBio) as previously described (34, 35, 94). These data (GSE145830, GSE114044) are available in the National Center for Biotechnology Information’s Gene Expression Omnibus (NCBI GEO) (95, 96).

### RNAscope.

RNAscope, high-resolution RNA in situ hybridization (97), was performed on FFPE sections using the RNAscope Multiplex Fluorescent V2 Assay (323100, ACDBio). Slides were boiled in Target Retrieval Reagents for 15 minutes and treated with Protease IV for 30 minutes. Probes were specific for Mm-*Cbfa2t3* (43601-C2, ACDBio), Mm-*Muc2* (315451, ACDBio), and Mm-*Neurog3* (422401, ACDBio); 1:750 TSA Cy3 (NEL704A001KT, PerkinElmer) and TSA Cy5 (NEL75A001KT, PerkinElmer) were used for probe visualization.

### Chromogenic and immunofluorescence IHC.

SI and colon were dissected, Swiss-rolled, and fixed in 10% neutral-buffered formalin (NBF) for 24 hours at room temperature (RT). The Vanderbilt Translational Pathology Shared Resource (TPSR) paraffin-embedded the tissue and performed H&E and PAS staining. Chromogenic and immunofluorescence IHC were performed as previously described (85, 98). Briefly, 5 μm FFPE sections were deparaffinized, rehydrated in graded ethanol concentrations, and permeabilized using TBS-T (Tris-buffered saline with 0.05% Tween 20), followed by antibody-specific antigen retrieval (Supplemental Table 1). Next, for chromogenic IHC, endogenous peroxidases were quenched in 0.03% H_2_O_2_ with sodium azide for 5 minutes. Slides were then incubated in primary antibody (Supplemental Table 1) overnight (O/N) at RT. Detection was performed by 30 minutes’ incubation with Dako Envision+ System HRP-Labeled Polymers (K4003, Agilent) followed by a 5-minute incubation with DAB. For immunofluorescence staining, slides were blocked in 5% normal goat serum (01-620-1, Thermo Fisher Scientific), incubated in primary antibody (Supplemental Table 1) O/N at 4°C, washed in TBS-T, and incubated in the appropriate secondary antibodies (A-11011, A-11077, A-21131, Invitrogen) for 2 hours at RT. EdU was visualized using the Click-iT EdU Cell Proliferation Kit for Imaging (C10037, Thermo Fisher Scientific). Nuclear counterstaining was performed using ProLong Gold Antifade Mountant with DAPI (P36931, Thermo Fisher Scientific).

### Slide imaging and quantification.

Slides were imaged using a Nikon Eclipse E800 microscope with NIS-Elements Basic Research Software or by the Vanderbilt University Medical Center Digital Histology Shared Resource (DHSR). For chromogenic IHC, whole slides were imaged by the DHSR using a Leica SCN400 Slide Scanner (Leica Biosystems). For fluorescence staining, whole slides were imaged by the DHSR using an Aperio Versa 200 automated slide scanner (Leica Biosystems) and visualized using Aperio ImageScope (v12.4.3) (Leica Biosystems). Quantification was performed, according to a protocol blinded to genotype, by counting positive cells in well-oriented crypts or crypt-villus units.

### Colon crypt isolation.

Murine colon was harvested and splayed longitudinally. The proximal (5 cm from cecum) and distal (5 cm from anus) colon were washed in PBS without calcium or magnesium and minced. Tissue fragments were incubated in chelation buffer (2 mM EDTA in PBS without calcium or magnesium) with nutation for 90 minutes at 4°C and washed with PBS followed by 2-minute cycles of gentle shaking in shaking buffer (43.3 mM sucrose and 54.9 mM sorbitol in PBS without calcium or magnesium) to free colon crypts. Intact crypts were collected by centrifugation at 150*g*, 4°C, for 12 minutes for RNA isolation and bulk RNA-Seq as described below.

### DSS-induced colitis.

Bedding was mixed between cages to normalize the microbiome 2 weeks prior to experiments. Water deprivation caps were placed to accustom mice to drinking from water bottles 1 week prior to experiments. Water bottles were filled with 2% (w/v) DSS (DS1004, Gojira Fine Chemicals) for 5 days and then replaced with water for 4 days of recovery prior to sacrifice. At sacrifice, colons were dissected, Swiss-rolled, fixed in 10% NBF, and processed by the Vanderbilt TPSR. H&E slides were scored for histologic injury and regeneration using the scoring system described in Supplemental Table 2 by a gastrointestinal pathologist blinded to genotype. Distal colon crypts were collected as described above for RNA isolation and RNA-Seq as described below. For EdU experiments, mice were i.p. injected with 50 mg/kg EdU (NE08701, Biosynth Carbosynth) in PBS 1 hour prior to sacrifice. Mice were weighed daily throughout all experiments.

### Inflammatory carcinogenesis.

Mice were prepared as described above and injected i.p. with 10 mg/kg AOM (A5486, MilliporeSigma) followed by three 4-day cycles of 3% (w/v) DSS (DB001, TdB Labs), each followed by 16 days of recovery. Mice were weighed daily. At sacrifice, colons were dissected, flushed with PBS, splayed longitudinally, and imaged using a Nikon SMZ1270 dissecting microscope. Tumors were identified by vascular, nondimpled appearance from these images in conjunction with direct visualization and measured macroscopically in 2 perpendicular dimensions using calipers. Tumor volume was calculated using the previously validated formula (W^2^ × L)/2, where width (W) was the shorter caliper measurement, and length (L) was the longer caliper measurement (99). Representative tumors from each colon were dissected, incubated in RNA*later* (R0901, MilliporeSigma) at 4°C for 24 hours, and stored at –80°C. Additional representative tumors were used to generate tumoroids (Supplemental Methods). Histologic injury and regeneration were assessed (using the scoring system in Supplemental Table 2). Grade of dysplasia was evaluated as previously described (100) by a gastrointestinal pathologist blinded to genotype.

### RNA isolation, bulk RNA-Seq, and analysis.

Murine colon crypts were collected as described above followed by resuspension in TRIzol Reagent (15596018, Invitrogen) and homogenization by 5x shearing through a 25G needle. Murine tumors were mechanically homogenized in TRIzol using an electronic homogenizer. Samples were centrifuged for 10 minutes at 16,200*g*, 4°C, to remove insoluble material. Cleared homogenate was chloroform extracted. RNA was isolated from the aqueous layer using the RNeasy Mini Kit (74106, QIAGEN) with on-column DNase treatment (79254, QIAGEN). Library preparation and paired-end 150 bp RNA-Seq using the Illumina NovaSeq6000 were performed by Vanderbilt Technologies for Advanced Genomics. Raw reads in FASTQ format were trimmed with fastp (v0.20.0) with default parameters (101). Quantification was performed using Salmon (v1.3.0) (102) against a decoy transcriptome generated from *Mus musculus* GENCODE (v21) (103). Further analysis was performed in R (v3.6.3) as described previously (104). Briefly, quantification files were imported with tximeta (v1.4.5) (105). Genes with counts ≤ 1 across all samples were omitted. Differential expression analysis (DEA) was performed on raw transcript counts using DESeq2 (v1.26.0) (106) and annotated with AnnotationDbi (v1.46.1) (107). GSEA (108) was performed on DESeq2-normalized transcript counts using the GSEA software (v4.1.0) with 1000 gene permutations, gene set randomization, and gene sets found in the MSigDB (v7.2) (51) or derived from the literature (Supplemental Tables 3 and 4). RNA-Seq of human CRC and CAC samples collected from 9 regional hospitals in Finland was performed and analyzed as described previously (71) (Supplemental Methods). RNA-Seq data are publicly available in the NCBI’s GEO (accession GSE201768).

### In silico analyses of publicly available data sets.

Raw and processed ChIP-Seq data from Baulies et al. (16) (GSE124186) and Murata et al. (2) (GSE130822) were retrieved from the GEO (95). Data were visualized and E box (5′-CATNNG) sequences were annotated using the Broad Institute Integrated Genomics Viewer (v2.9.1) (109). Metadata and SRR files from the PROTECT study (58, 59) (GEO GSE109142) were downloaded using the NCBI SRA Toolkit and processed as described above for murine samples, with reads quantified against a decoy-aware transcriptome generated from the GENCODE human reference genome (v29) (103). DEA was performed on raw counts using DESeq2 (v1.26.0) (106). Pairwise DEA was also performed on raw counts from RNA-Seq of colon biopsies from adults with UC (60) (GSE128682) and raw counts generated from TCGA (70) by Rahman et al. (69) (GSE62944) using DESeq2 (v1.33.1) (106). Microarray data from patients with IBD (61) (GSE9686) were analyzed using limma in Geo2R (96). The *Tabula Muris* (42) was queried for *Mtg16* expression using its web interface (https://tabula-muris.ds.czbiohub.org/).

### Statistics.

Statistical analyses of human CAC and sporadic CRC samples were performed using limma (v3.34.9) (110). Statistical analyses of all other bulk RNA-Seq were performed using DESeq2 (106). Statistical analyses of microarray data were performed using limma in Geo2R (97). *P*_adj_ < 0.05 was considered significant. Statistical analyses for GSEA were performed using the GSEA program (v4.1.0). FDR (*q* value) < 0.05 was considered significant. All other statistical analyses (nonparametric, 2-tailed comparisons between 2 or more groups) were performed in GraphPad Prism (v9.0.1) as indicated in each figure legend. Data are displayed as arithmetic mean ± SEM unless otherwise noted. *P* < 0.05 was considered significant.

### Study approval.

All animal experiments were carried out in accordance with protocols approved by the Vanderbilt IACUC (Nashville, Tennessee, USA). Human CRC and CAC studies (71) were approved by the Ethics Committee of the Hospital District of Helsinki (Helsinki, Finland) and the Finnish Institute for Health and Welfare (Helsinki, Finland).

## Author contributions

REB designed experiments, performed experiments, and analyzed data. SAA, KMB, CTJ, JMP, and AHG performed experiments and analyzed data. JJ and REB designed and performed bulk RNA-Seq data analysis, respectively. KSL, BC, and PNV designed, collected, and analyzed human and murine colon scRNA-Seq. FR validated antibodies for and performed IHC staining. MBP and MKW performed histologic analyses and provided expertise in gastrointestinal pathology. JJ, REB, and KP analyzed RNA-Seq from human tumors. CSW, SPS, SWH, KSL, JAG, KRS, and YAC provided expertise regarding experimental models and experimental design. REB wrote the manuscript. All authors edited and approved the manuscript.

## Supplementary Material

Supplemental data

Supplemental table 4

## Figures and Tables

**Figure 1:**
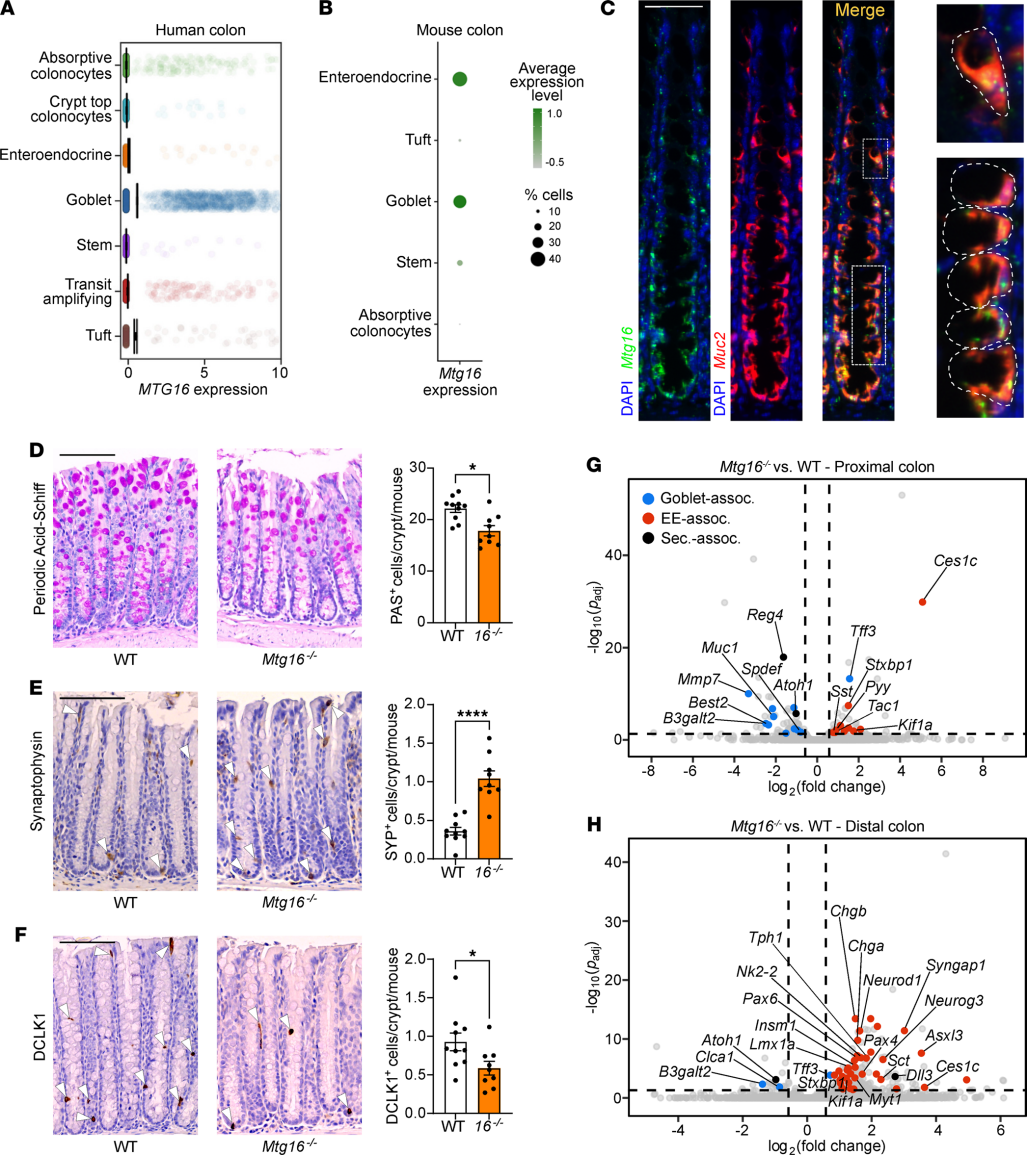
MTG16 is expressed in colonic secretory cells, and its deficiency alters secretory lineage allocation. (**A**) *MTG16* expression in cell populations generated from scRNA-Seq of normal human colon biopsies (discovery cohort, *n* = 35 samples, 30,374 cells) (validation cohort, Supplemental Figure 1A). (**B**) *Mtg16* expression in scRNA-Seq of WT mouse colon (*n* = 3 mice, 3653 cells). Color gradient represents average *Mtg16* expression level in each cell population. Dot size represents percentage of cells in each population expressing *Mtg16*. Uniform manifold approximation and projection plots are in Supplemental Figure 1B. (**C**) RNAscope in situ hybridization of *Mtg16* and *Muc2* in WT mouse colon. Scale bar = 50 μm. Goblet cells are outlined in the insets at right. (**D**–**F**) WT and *Mtg16^–/–^* mouse colon (*n* = 10 WT, 9 *Mtg16^–/–^*) stained for (**D**) goblet cells by PAS stain, (**E**) enteroendocrine cells by IHC for SYP, and (**F**) tuft cells by IHC for doublecortin-like kinase 1 (DCLK1). Representative images at left. SYP^+^ and DCLK1^+^ cells are indicated with white arrowheads. Scale bars = 100 μm. *P < 0.05, ****P < 0.0001, 2-tailed Mann-Whitney *U* test. (**G** and **H**) Volcano plots demonstrating differentially expressed genes in (**G**) proximal (*n* = 2 WT, 2 *Mtg16^–/–^*) and (**H**) distal (*n* = 4 WT, 4 *Mtg16^–/–^*) colonic epithelial isolates by RNA-Seq. Horizontal dashed line, *P*_adj_ < 0.05 by DESeq2. Vertical dashed lines, fold change = 1.5. Dot colors: goblet-associated (blue), enteroendocrine-associated (EE-associated) (red), and secretory-associated (black) genes.

**Figure 2:**
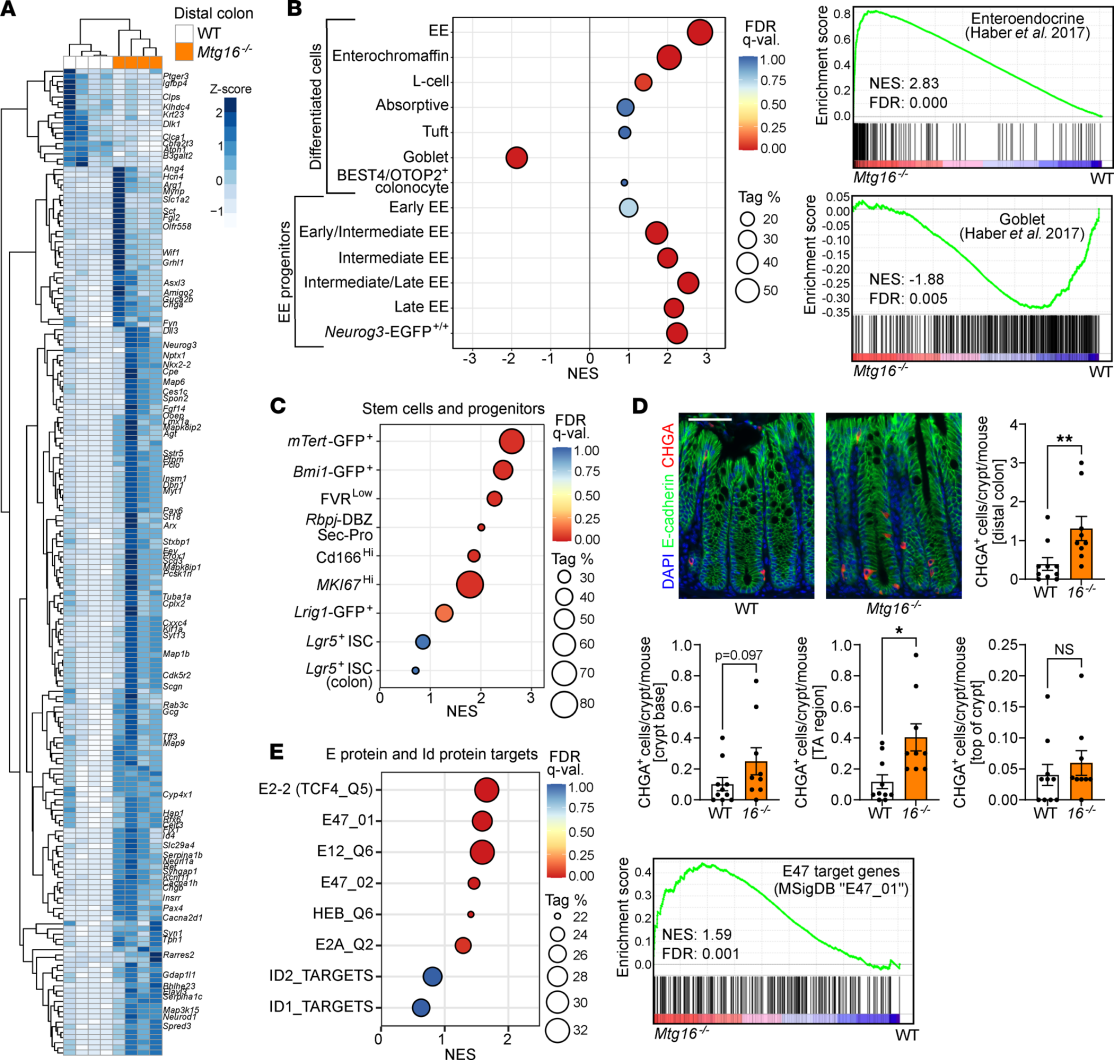
MTG16 deficiency is associated with increased enteroendocrine cell markers, reserve stem cell gene signatures, and E protein target upregulation in the distal colon. (**A**) Unsupervised hierarchical clustering of differentially expressed genes in *Mtg16^–/–^* versus WT (*n* = 4) distal colonic epithelial isolates by RNA-Seq. Gene expression in individual samples is displayed by *z* score (normalized count). Genes of interest are labeled at right. (**B**) GSEA of distal colon RNA-Seq using gene sets representing epithelial cell types (described in Supplemental Tables 3 and 4 and cited in the supplement). Individual GSEA plots of EE and goblet cell signatures are displayed at right. (**C**) GSEA of distal colon RNA-Seq using gene sets representing stem and other progenitor cell populations (Supplemental Tables 3 and 4). (**D**) Staining and quantification of CHGA^+^ cells/crypt (top) stratified by location along the crypt axis (bottom). Scale bar = 50 μm. *n* = 10 WT, 9 *Mtg16^–/–^*. *P < 0.05, **P < 0.01 by 2-tailed Mann-Whitney test. TA, transit amplifying. (**E**) GSEA of distal colon RNA-Seq using MSigDB (51) gene sets representing E protein and Id protein transcriptional signatures (Supplemental Table 3). Individual GSEA plot of the E47 target gene signature at right. NES, normalized enrichment score (ES); Tag %, the percentage of gene hits before (for positive ES) or after (for negative ES) the peak in the running ES, indicating the percentage of genes contributing to the ES. FDR *q* < 0.05 is considered significant.

**Figure 3:**
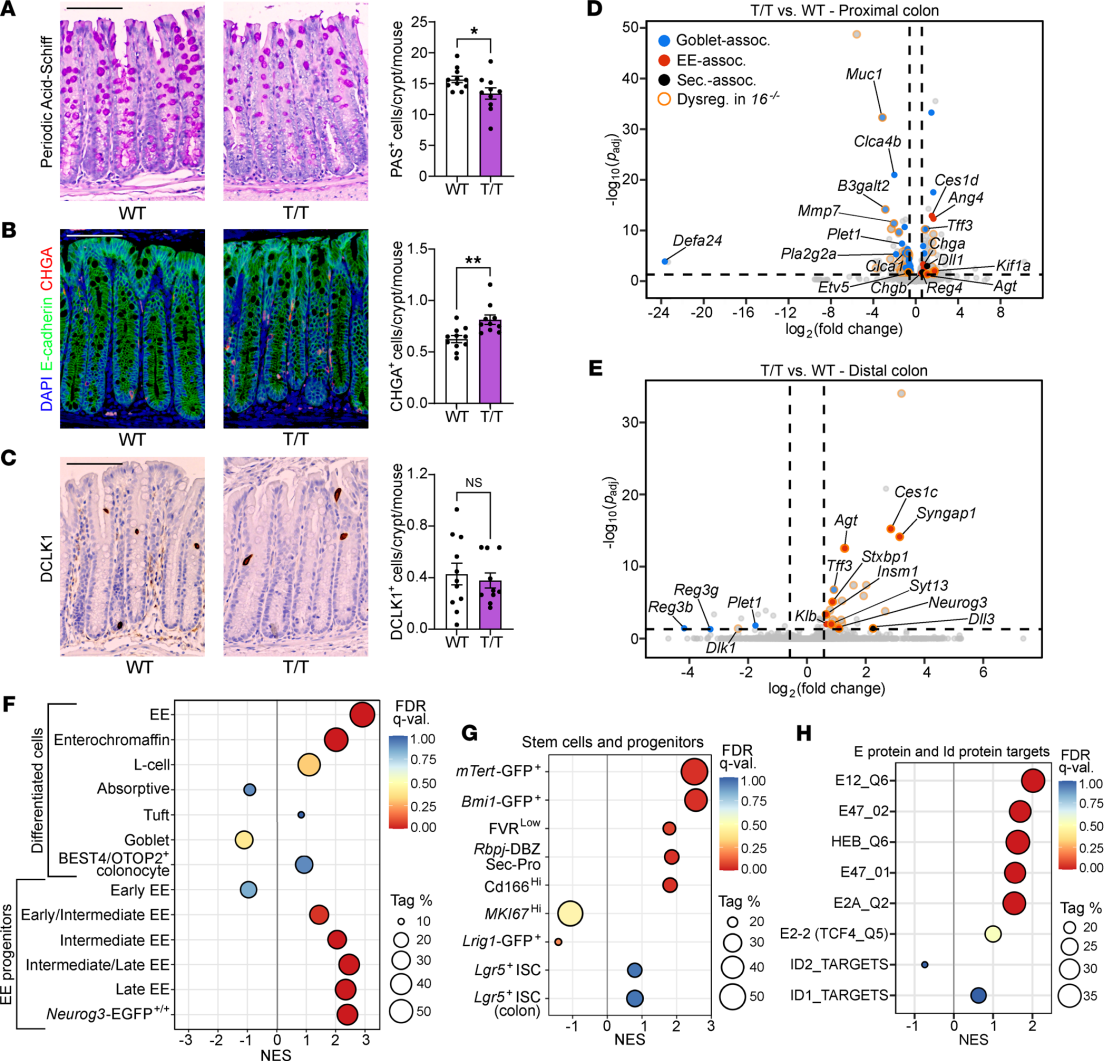
MTG16-driven colonic epithelial lineage allocation is dependent on its repression of the E protein transcription factors E2A and HEB. (**A**) WT and *Mtg16^T/T^* (T/T) mouse colon (*n* = 11 WT, 10 *Mtg16^T/T^*) stained for (**A**) goblet cells by PAS stain, (**B**) EE cells by immunofluorescence staining for CHGA, and (**C**) tuft cells by IHC for DCLK1. Representative images at left. Scale bars = 100 μm. *P < 0.05, **P < 0.01 by 2-tailed Mann-Whitney test. (**D** and **E**) Volcano plots demonstrating differentially expressed genes in (**D**) proximal (*n* = 2 WT, 2 *Mtg16^T/T^*) and (**E**) distal (*n* = 3 WT, 4 *Mtg16^T/T^*) colonic epithelial isolates by RNA-Seq. Horizontal dashed line indicates *P*_adj_ < 0.05 by DESeq2. Vertical dashed lines indicate fold change = 1.5. Dot colors indicate goblet-associated (blue), EE-associated (red), and secretory-associated (black) genes. Dots outlined in orange represent genes that are upregulated or downregulated in the same direction in the corresponding *Mtg16^–/–^* colon segment (Dysreg. in *16^–/–^*). (**F**–**H**) GSEA of distal colon RNA-Seq using gene sets representing (**F** and **G**) epithelial cell types and (**H**) E protein transcriptional signatures (Supplemental Tables 3 and 4). Tag %, the percentage of gene hits before (for positive ES) or after (for negative ES) the peak in the running ES, indicating the percentage of genes contributing to the ES. FDR *q* < 0.05 is considered significant.

**Figure 4:**
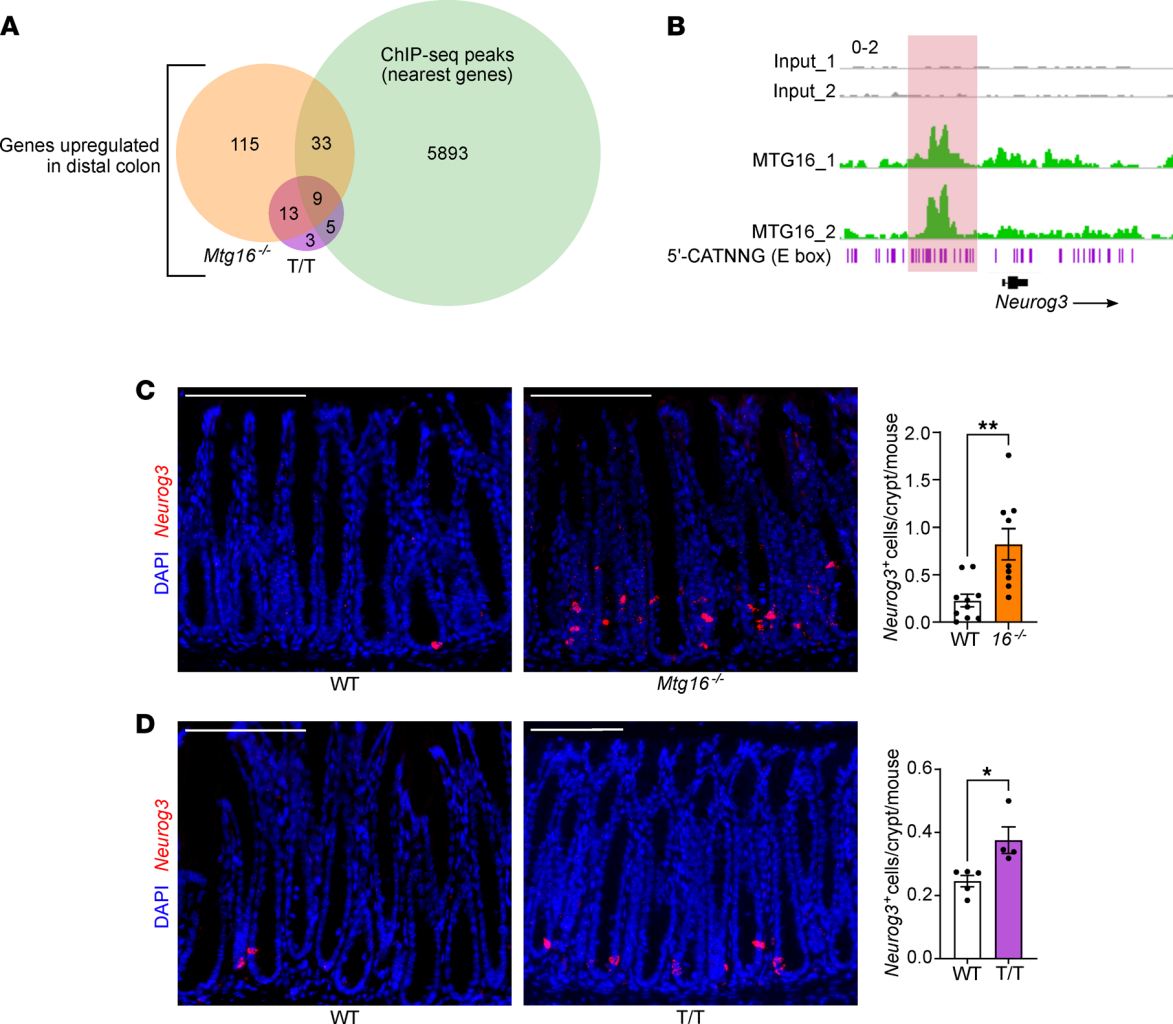
MTG16 represses E protein–mediated transcription of *Neurog3*. (**A**) Venn diagram of upregulated (*P*_adj_ < 0.05) genes from bulk RNA-Seq of WT versus *Mtg16^–/–^* (orange) and WT versus *Mtg16^T/T^* (T/T) (purple) distal colonic crypt isolates (*n* = 3–4) and genes with TSSs nearest to MTG16 peaks in a ChIP-Seq data set generated by Baulies et al. (16) (green). Table 1 provides more information about the common upregulated genes. (**B**) MTG16 occupancy of an E box (5′-CATNNG)-rich region 5′ to *Neurog3* in ChIP-Seq by Baulies et al. (16). Scale: 0–2. (**C** and **D**) Staining and quantification of *Neurog3*^+^ EE progenitor cells by RNAscope in (**C**) WT versus *Mtg16^–/–^* colon (*n* = 10 WT and 9 *Mtg16^–/–^*) and (**D**) WT versus *Mtg16^T/T^* colon (*n* = 5 WT and 4 *Mtg16^T/T^*). *P < 0.05, **P < 0.01 by 2-tailed Mann-Whitney test. Scale bars = 100 μm.

**Figure 5:**
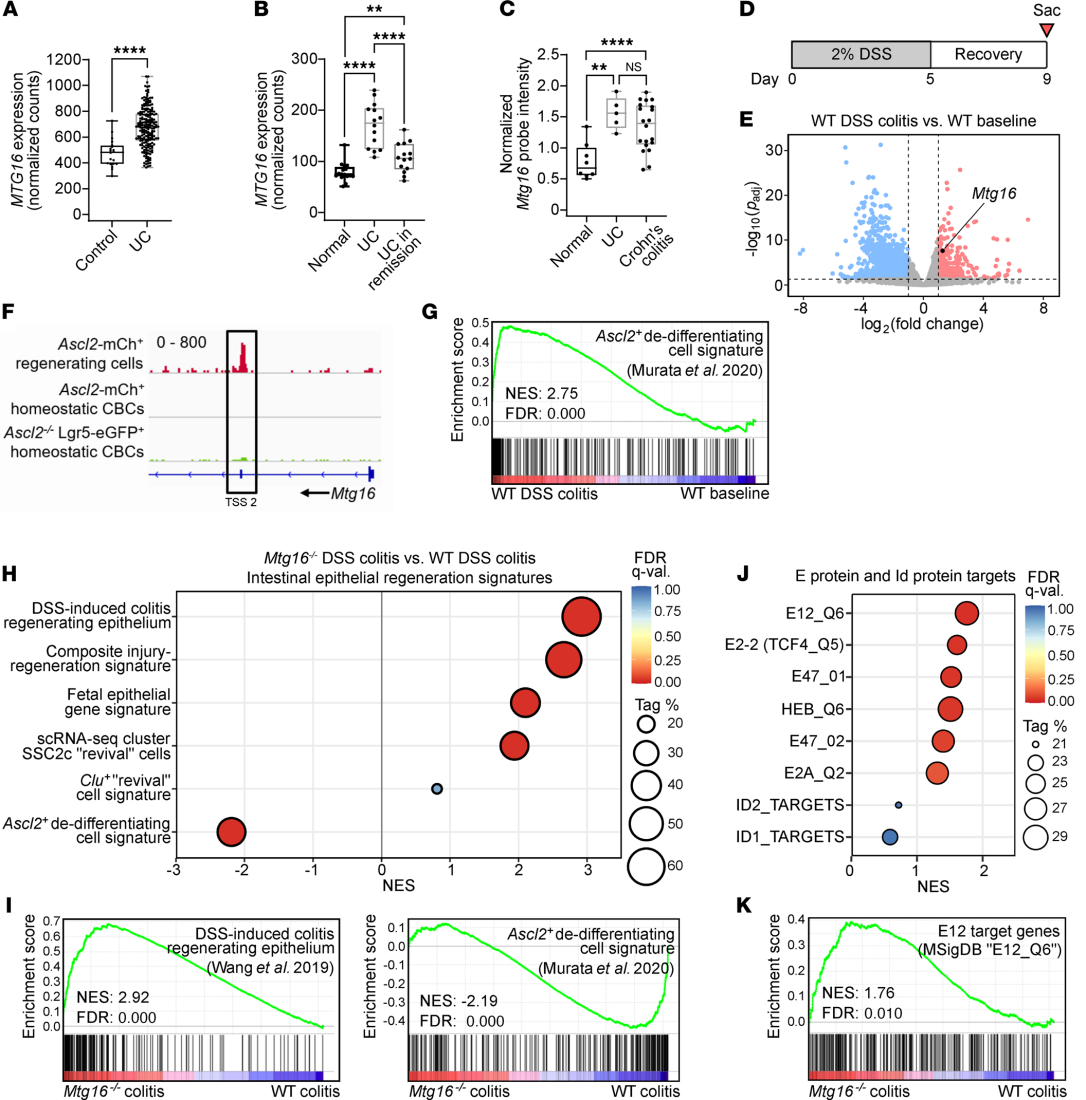
*Mtg16* is upregulated in experimental colitis and patients with IBD and is required for ASCL2-mediated colonic epithelial regeneration. (**A**) *MTG16* expression from an RNA-Seq data set generated from rectal biopsies of treatment-naive pediatric UC patients (*n* = 206) versus unaffected controls (*n* = 20) in the PROTECT study (58). Transcript counts were normalized by DESeq2. ****P_adj_ < 0.0001 by DESeq2. (**B**) *MTG16* expression in an RNA-Seq data set from adult UC patients with active disease (*n* = 14), UC patients in remission (*n* = 14), and unaffected control patients (*n* = 16) (60). Transcript counts were normalized by DESeq2. **P_adj_ < 0.01 and ****P_adj_ < 0.0001 by pairwise DESeq2. (**C**) *MTG16* expression in a microarray data set comparing UC (*n* = 5), Crohn’s colitis (*n* = 20), and unaffected (*n* = 8) patient biopsies (61). **P_adj_ < 0.01 and ****P_adj_ < 0.0001 by limma in GEO2R. Normalized probe intensity is plotted for data visualization. (**A**–**C**) The lines within each box represent the mean, the bounds of the boxes represent 25th to 75th percentiles, and the bounds of the whiskers represent the range of the data. All data points are shown. (**D**) Schematic of the DSS injury-regeneration model in which mice are treated with 2% for 5 days followed by 4 days of recovery. (**E**) Volcano plot demonstrating significantly downregulated (blue) and upregulated (red) genes in distal colon crypt isolates from WT mice following DSS-induced injury and regeneration compared with baseline (*n* = 3). Horizontal dashed line indicates *P*_adj_ < 0.05 by DESeq2. Vertical dashed lines indicate fold change = 2. (**F**) ASCL2 occupancy near an *Mtg16* transcription start site (TSS 2) in a ChIP-Seq data set of FACS-sorted *Ascl2*^+^ regenerating cells compared to *Lgr5^+^* homeostatic CBCs generated by Murata et al. (2). Scale: 0–800. (**G**) GSEA plot demonstrating significant enrichment of the *Ascl2*^+^ dedifferentiating cell signature (Supplemental Tables 3 and 4 and citation in the supplement) in distal colon crypt isolates from WT mice following DSS-induced colitis versus WT mice at baseline (*n* = 3). (**H**–**K**) GSEA performed on RNA-Seq of *Mtg16^–/–^* versus WT distal colon crypt isolates following DSS injury-regeneration (*n* = 3 WT, 4 *Mtg16^–/–^*) using (**H** and **I**) epithelial regeneration-associated gene sets and (**J** and **K**) gene sets representing E protein transcriptional signatures (Supplemental Tables 3 and 4 and citations in the supplement). (**G**–**K**) Tag %, the percentage of gene hits before (for positive ES) or after (for negative ES) the peak in the running ES, indicating the percentage of genes contributing to the ES. FDR *q* < 0.05 is considered significant.

**Figure 6:**
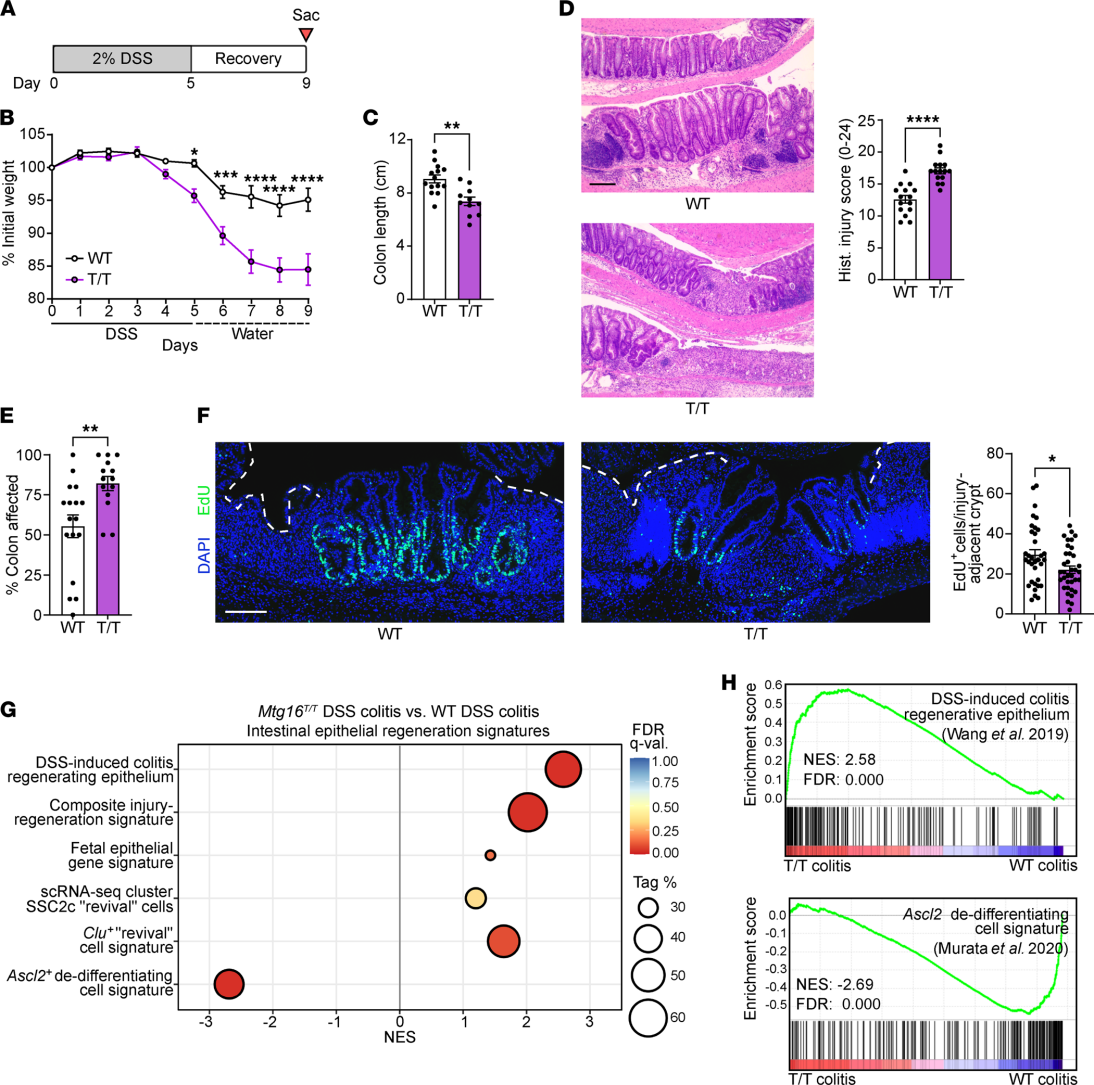
MTG16-mediated colonic epithelial regeneration is dependent on its repression of E protein transcription factor–mediated transcription. (**A**) Schematic of the DSS injury-regeneration model. (**B**–**D**) Colitis severity in *Mtg16^T/T^* (T/T) versus WT mice evaluated using (**B**) weight loss, (**C**) colon length, and (**D**) histologic injury (scoring system described in Supplemental Table 2). Representative images at left. Scale bar = 200 μm. (**E**) Percentage of colon with histologic findings, estimated from the distal end, as a measure of proximal extent of disease. (**B**–**E**) Data are combined from 2 independent experiments (*n* = 15 WT, 16 *Mtg16^T/T^*). (**F**) EdU^+^ cells in injury-adjacent, regenerating crypts in colons from mice injected with EdU 1 hour prior to sacrifice on day 9 (*n* = 30–50 crypts from *n* = 5 mice). Dashed white line indicates ulcerated epithelium. Scale bar = 100 μm. (**B**–**F**) *P *<* 0.05, **P *<* 0.01, ***P *<* 0.001, ****P *<* 0.0001 by (**B**) repeated measures 2-way ANOVA followed by Holm-Šidák multiple-comparison tests or (**C**–**F**) 2-tailed Mann-Whitney test. (**G** and **H**) GSEA of distal *Mtg16^T/T^* versus WT colon crypt isolates following DSS injury-regeneration (*n* = 3) (gene sets described in Supplemental Tables 3 and 4 and citations in the supplement). Tag %, the percentage of gene hits before (for positive ES) or after (for negative ES) the peak in the running ES, indicating the percentage of genes contributing to the ES. FDR *q* < 0.05 is considered significant.

**Figure 7:**
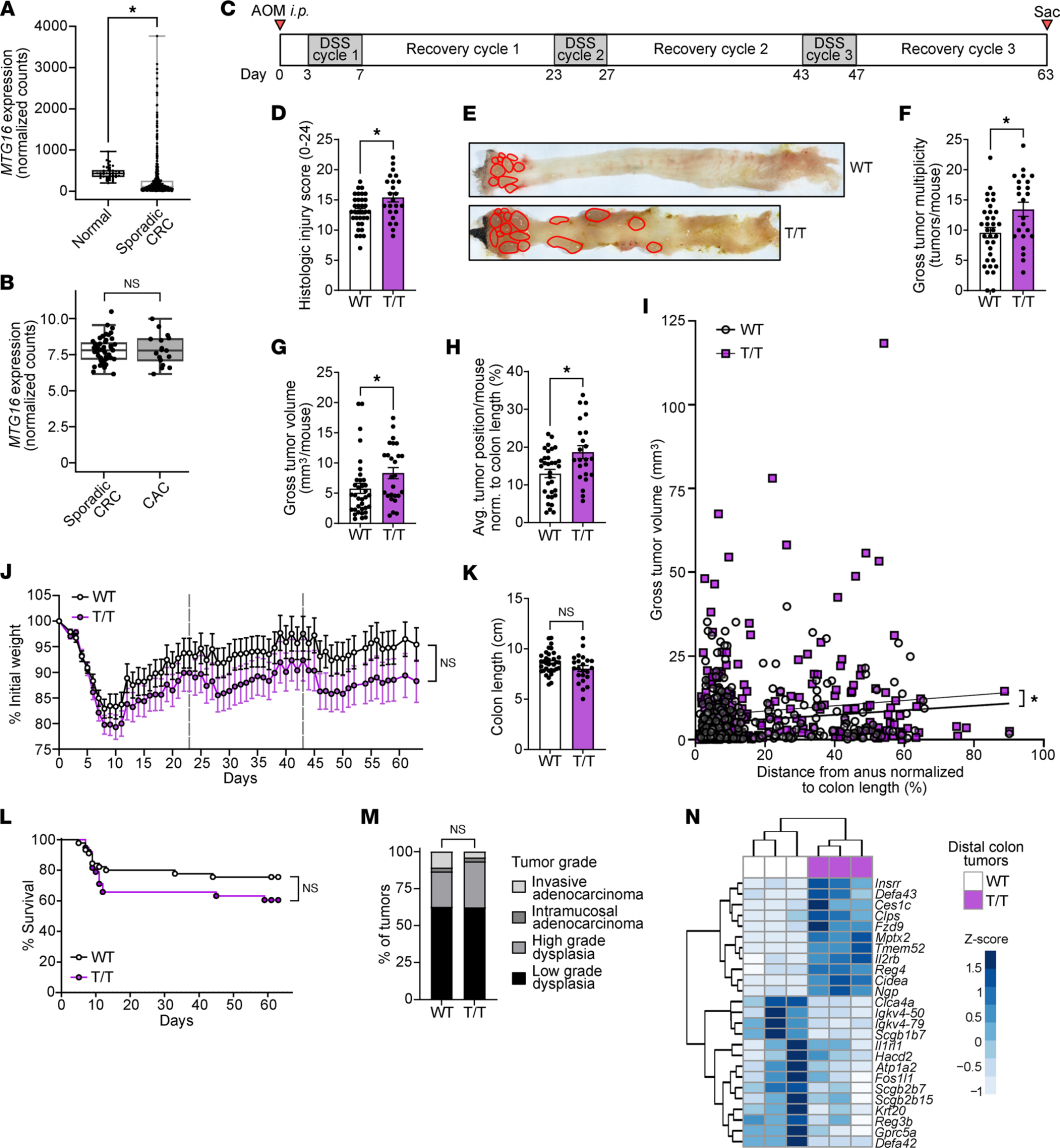
MTG16-mediated protection from tumorigenesis is partially dependent on repression of E protein activity. (**A**) *MTG16* expression in sporadic CRC (*n* = 482) compared with normal colon tissue (*n* = 41) by DESeq2 of TCGA raw counts generated by Rahman et al. (69). The lines within each box represent the mean, the bounds of the boxes represent the 25th to 75th percentiles, and the bounds of the whiskers represent the range of the data. All individual data points are shown. *P_adj_ < 0.05 by DESeq2. (**B**) *MTG16* expression in sporadic CRC (*n* = 47) and CAC (*n* = 17) tumors. *MTG16* expression was normalized by DESeq2 and limma batch correction. The box extends from the lower to upper quartile values of the data, with a line at the median. The lower whisker is at the lowest datum above Q1 – 1.5*(Q3–Q1), and the upper whisker at the highest datum below Q3 + 1.5*(Q3–Q1), where Q1 and Q3 are the first and third quartiles. (**C**) Schematic of the AOM/DSS model in which mice are injected i.p. with AOM followed by 3 cycles of DSS-induced injury and recovery prior to sacrifice. (**D**–**G**) CAC severity in AOM/DSS-treated *Mtg16^T/T^* (T/T) versus WT mice assessed by (**D**) histologic injury-regeneration score (scoring system described in Supplemental Table 2), (**E** and **F**) tumor multiplicity, and (**G**) average tumor volume per mouse. (**H**) Average tumor position normalized to colon length (distance from anus/colon length × 100%) per mouse. (**I**) Individual tumors graphed by size versus distance from anus normalized to colon length. (**J**) Weight loss compared using repeated measures 2-way ANOVA (*n* = 26 WT, 25 *Mtg16^T/T^*, representative of 2 independent experiments). (**K**) Colon length measured at sacrifice. (**L**) Survival curves compared using log-rank (Mantel-Cox) test. (**M**) Percentage of tumors in each grade of dysplasia, evaluated by a pathologist blinded to genotype and compared by χ^2^ test. (**D**–**F**, **G**–**I**, and **K**–**M**) Data are pooled from 2 independent experiments with *n* = 35 WT, 26 *Mtg16^T/T^* remaining at sacrifice. *P *<* 0.05 by (**D**, **F**–**H**, and **K**) 2-tailed Mann-Whitney test or (**I**) least-squares regression. (**N**) Unsupervised hierarchical clustering of differentially expressed genes in *Mtg16^T/T^* versus WT (*n* = 3) distal colon tumors by RNA-Seq. Gene expression in individual samples is displayed by *z* score (normalized count).

**Table 1:**
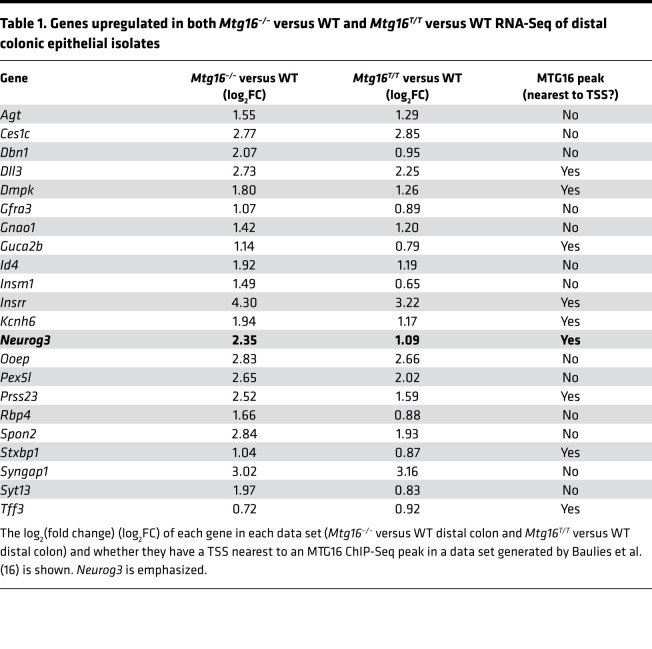
Genes upregulated in both *Mtg16^–/–^* versus WT and *Mtg16^T/T^* versus WT RNA-Seq of distal colonic epithelial isolates

How the deposited data were processed for this re-analysis (not part of the article)

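RNA of mouse colon crypts and tumors was measured by paired-end sequencing in 42 libraries under 14 conditions, which the authors compared in 9 tables with 59 library columns. The authors trimmed the reads with fastp, quantified them with Salmon against a decoy-aware transcriptome of GENCODE vM21 (GRCm38), summed them per gene with tximeta and tested genes with DESeq2. The signal values that the authors deposited and that are used here are normalized counts, that is, estimated counts per gene rounded to whole reads and divided by 1 size factor per library, within each table. The authors' deposited log2 fold changes, p-values and adjusted p-values stand beside them and rest on a further normalization per gene and library, since their mean per gene differs from the mean of the library columns. They are used here only to count how many genes both calculations call and to compare fold changes. Each table was scaled on its own libraries, so tests were made within a table, and no per-sample column was left unused.

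In 38 libraries whole reads were recovered from the normalized counts, and these held 32231389 to 74661922 reads assigned to genes (median 46659625). For the remaining 4, the proximal mutant libraries, normalized totals are given, since recovered reads were not used from their tables, in each of which a library has a size factor so close to 1 that whole reads were not claimed for it. At these depths the spread between mice, given as the SD beside each mean, limits the precision more than counting does. A library that lies in 2 or more of the recovered tables gave identical reads in each for every gene that both tables list (10 libraries, 16 pairs of tables).

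Genes with a mean normalized count of at least 10 were tested on log2 (normalized count + 1) with limma 3.58.1 (trend method) in R 4.3.3, with Benjamini-Hochberg adjustment over the genes of a comparison and a threshold of 0.05. The plan written before the tables were at hand assumed counts and edgeR, and limma was used because the tables hold normalized counts. Exact permutation tests are two-sided and ran over all groupings of the libraries. Differences between segments, between genotypes and between colonies were taken from the fold changes of 2 tables and their standard errors. They take the tables as independent. The comparisons between segments would not be so if proximal and distal libraries came from the same mice, which is not stated. The genes named are those that the paper names for a comparison, the labels of its volcano plots and its heat map as lists, the genes of 3 E proteins and 4 Id proteins, and at most 3 genes per direction with the largest change among those called, well expressed and without overlap between groups. *Tppp3*, *Cacna1h*, *Gal3st2c* and the ileal genes other than *Defa24* were chosen after their values were seen.

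Gene sets were those of Supplemental Table 4 (32 tested of 35, with at least 5 genes). They were scored with fgsea 1.28.0 on the signal-to-noise ratio with 1000 gene permutations, and with camera (correlation 0.01) and fry. The proximal mutant comparisons, with 2 libraries per group, used camera. The sets from MSigDB were not analysed here. The result of 1 gene is not reported here. The human, single-cell, ChIP-Seq and staining data of the paper were not used here.

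The alternatives set before the tables were examined were a pseudocount of 0.1, no filter, leaving out each library, a block for the replicate number, the *Xist* level as a covariate for sex, the request number as a covariate or fits within a request, a change of at least 1.5-fold, ranking by the moderated statistic, camera, fry and the WT libraries of the other colony. The alternatives added afterwards were edgeR 4.0.16 and DESeq2 1.42.0 on recovered reads, 20000 gene permutations and, for the comparisons with libraries after DSS and the tumors, removal of each library's trend with transcript length. edgeR and DESeq2 were not used for the proximal mutant comparisons, whose recovered reads were not used. For the WT libraries of the *Mtg16-/-* colony, which lie in 2 tables, recovered reads were scaled together by TMM, a choice also made afterwards.

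Whether libraries with the same replicate number deviate together was checked in each comparison by the correlation of their deviations from the group means. Of the comparisons with 3 or more pairs, only *Mtg16-/-* and WT crypts after DSS had each pair above 0.1, and there the numbers were treated as pairs. The 2 pairs of each proximal mutant comparison had 0.147 and were too few to treat as such, and the replicate block is among their alternatives. The pairing rests on this check, since the labels do not say what a number marks. Marker lists for plasma cells, T cells, myeloid cells, fibroblasts, smooth muscle, endothelium, epithelium, ileal epithelium and Paneth cells, red blood cells and sex-linked genes were scored by the mean log2 level per library. Groups of libraries were also split in all other ways (100 of 330 for the colon segments) to see how many genes a split gives.

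The limma, edgeR, DESeq2 and set calculations were tested on simulated data with 200 changed genes, in steps written after the first calculations on the real tables. limma called between 64.5% and 98.5% of genes given a 4-fold difference, depending on the comparison. A simulated changed set was not found by 1000 gene permutations (adjusted p = 0.0584) and was found by 20000 (0.00274), by camera (5.34e-57) and by fry (3.46e-06). In simulated data with 4-fold differences DESeq2 called more unchanged genes than limma in each comparison where both were tried. The lowest number was 46 in distal *Mtg16-/-* colon, where limma called 10. The highest was 89 in *Mtg16 T/T* crypts after DSS, where limma called 9. In distal *Mtg16 T/T* colon DESeq2 called 67 and limma 22. Python 3.11.15 was used for the summary tables and figures.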

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

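The unexpected values below were picked by rules set in advance. Single libraries far from their group were found with Dixon's test, which about 1 in 20 groups passes by chance. Here 10 of 139 groups passed, where 6.95 are expected. Differences between groups of comparisons were tested, and marker lists of cells outside the epithelium were scored. The tests of *Cbfa2t3* between colonies, of E protein genes, of goblet genes without *Tff3*, of exchanged libraries and of the largest splits were chosen after the result was seen. No biological explanation was tested for the single libraries.

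In baseline distal colon of the *Mtg16-/-* colony, *Insrr* had 36.9 normalized counts in WT replicate 3 and 55.2 to 57.7 in the others. *Mtg16-/-* replicate 2 had 1275 of *Sct* (others 283 to 327), 196 of *Wif1* (31.3 to 48.7) and 100.5 of *Cxxc4* (163 to 173). *Ascl2* had 397 in WT replicate 4 (289.7 to 307) and *Id2* 1099 in *Mtg16-/-* replicate 3 (756 to 794). In the *Mtg16 T/T* colony, *Gnao1* had 200.2 in *Mtg16 T/T* replicate 3 (142 to 151) and *Tcf12* 1275 in *Mtg16 T/T* replicate 1 (2147 to 2301). Between segments of WT colon, *Casp14* had 0.796 in proximal replicate 1 of the *Mtg16-/-* colony (others 0) and *Slc51a* 13.2 in distal replicate 4 of the *Mtg16-/-* colony (0 to 2.22). Their number is close to that expected by chance, but 3 of the 10 lie in *Mtg16-/-* replicate 2 of distal colon. The correlation of that library with the other 3 of its group was 0.9083 to 0.9227, and that among the other 3 was 0.9793 to 0.9849. What sets it apart was not tested.

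Between segments, the *Mtg16-/-* effect differed for *Insrr* (-2.94) and *Sval1* (4.58), and over sets by a median of -0.275 for enteroendocrine and -0.0715 for goblet genes. The *Mtg16 T/T* effect differed for *Cacna1h* (-1.95, adjusted p = 0.00382), *Gal3st2c* (1.57, 0.0437) and the goblet set (-0.172). The effect on the sets was called by camera, and with an estimated correlation only the *Mtg16 T/T* goblet set was. After DSS, the *Mtg16-/-* effect differed from the *Mtg16 T/T* effect for *Cbfa2t3* (-2.15, adjusted p = 0.00705) and *Tppp3* (3.16, 0.0368). *Cbfa2t3* is the targeted gene, which is lower in *Mtg16-/-* and not in *Mtg16 T/T*. edgeR on recovered reads gave 0.033 and 0.253. No explanation was tested for the other genes.

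From baseline to DSS, the *Mtg16-/-* effect changed by a median of 0.597 over the set of regenerating epithelium and -0.396 over the enteroendocrine set, both also with an estimated correlation (adjusted p = 0.00607 and 0.0146). The *Mtg16 T/T* effect changed by 0.64 over regenerating epithelium and -0.269 over the *Ascl2*+ signature, which held as well, and by -0.105 over the goblet set, which did not (0.31). The baseline and DSS libraries came from different requests. No biological explanation was tested.

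*Cbfa2t3* rose after DSS in WT of the *Mtg16 T/T* colony, and the effect in WT of the *Mtg16-/-* colony was lower by 0.954. In that colony the log2 fold change was 0.233 (standard error 0.206, adjusted p = 0.534 from limma). A difference between requests rather than DSS may therefore lie behind the rise, and these libraries cannot tell, since request and treatment coincide. The colonies also differed at baseline. In distal WT colon scaled together, the *Mtg16-/-* colony libraries of request 5094 lay above the *Mtg16 T/T* colony libraries of that request. A *Mtg16-/-* colony library of request 4149 lay among them. Part of the difference between the colonies may thus lie in their baseline levels.

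After DSS, *Mtg16-/-* crypts had more transcripts of myeloid cells (difference of the list score 2.44) and of red blood cells (3.53) than WT, each with an exact permutation p of 0.0286, the smallest possible, and 0.364 adjusted over 89 list tests. A different share of immune or blood cells in the preparations fits these values and may lie behind some of the 91 genes called. In *Mtg16 T/T* crypts red blood cell transcripts differed by 2.74 and, of the immune and stromal lists, plasma cells most (1.67), with an exact permutation p of 0.1 each, the smallest possible, so 3 libraries against 3 cannot tell. In tumors the smooth muscle list moved most (0.935), with overlap, so a different share of such cells was not found there.

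In baseline proximal colon of the *Mtg16 T/T* colony, 8 genes of ileal epithelium or Paneth cells other than *Defa24* were highest in WT replicate 2. Among them, *Lyz1* was at 99.2 times the highest other library with 1 added to each count, and *Defa21* (241.6 normalized counts) and *Defa22* (205.4) were listed at 0 in the other libraries. Ileal tissue in 1 WT library is a candidate explanation of the lower *Defa24* in *Mtg16 T/T*, which was counted in no other library. *Fabp2* was not raised in it (0.792 times, with 1 added to each count).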

How the results depend on the processing

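The alternatives gave 3542 values for 284 results. Of these, 2908 were as in the main calculation, 67 had the opposite direction, 107 changed in another way for counts of genes or sets and for the results that answer a comparison, which are printed singly or as ranges, and 460 changed in another way for other results (297 weaker, 161 stronger and 2 moved). edgeR and DESeq2 on recovered reads, 20000 permutations and removal of the length trend were chosen after the data were examined. The cause of a change was not tested unless stated. Of the other results DESeq2 changed 71, 70 of them to stronger, and edgeR 2, and of those printed DESeq2 changed 8 and edgeR 1, out of 144 and 145 values. The replicate block is printed beside the results of *Mtg16-/-* and WT crypts after DSS, where the numbers pair the libraries, and here for the other comparisons.

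In distal *Mtg16-/-* colon, the 33 genes called became 1 with the replicate block, 8 with the request covariate, 2 within request 4149, 0 within request 5094, 220 with DESeq2 and 2 to 143 with 1 library left out. Within request 4149, several genes changed direction: *Lgr5* (-0.0256), *Spdef* (-0.40), *Tcf12* (-0.00289), *Tcf4* (0.0194), *Id1* (0.00616) and *Id3* (-0.22), as did *Ascl2* within request 5094 (0.0175). With 1 library left out the log2 fold change ran from -0.21 to 0.37 for *Spdef*, -0.36 to 0.0649 for *Id1* and -0.11 to 0.12 for *Id3*.

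Of the sets in distal *Mtg16-/-* colon, fry called 10. The moderated statistic gave -1.4 for tuft cells, -2.48 for goblet cells, -1.07 for the earliest enteroendocrine stage and -0.90 for the colonic *Lgr5*-high set. The goblet score with 20000 permutations was -1.97. Adjusted p from camera were 0.206 for tuft cells, 2.97e-06 for goblet cells, 0.705 for BEST4+ colonocytes and 0.958 for the earliest stage, which was also that of the *Lgr5*-high set (0.958). With the replicate block in camera they were 0.126, 1.66e-07, 0.512 and 0.877 for the first 4 of these sets, and with the request covariate 0.163, 2.86e-06, 0.696 and 0.91. Fry gave 0.841 for tuft cells and 0.99 for the earliest stage. All of these but the goblet values have the opposite direction to the main score. With 1 library left out, scores ran from -2.15 to -1.30 (goblet), -1.59 to 1.55 (absorptive), -1.24 to 1.07 (tuft), -1.10 to 1.09 (earliest enteroendocrine), -1.004 to 1.19 and -1.01 to 1.24 (colonic *Lgr5* sets) and -1.36 to 1.05 (noncycling *Lgr5*).

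In distal *Mtg16 T/T* colon, the 5 genes called became 0 with the replicate block, 3 with the *Xist* covariate, 52 with DESeq2 and 0 to 8 with 1 library left out. *Neurog3* was called with DESeq2 (1.02, adjusted p = 0.0421). With 1 library left out, *Tcf3* ran from -0.0121 to 0.11 and *Id3* from -0.17 to 0.0187. Of 16 sets called, camera called 8 and fry 0, with adjusted p of 0.0695 for the enteroendocrine set. The goblet score became -1.67 with the moderated statistic, and the goblet set had an adjusted p of 0.0251 in camera with the replicate block. The opposite direction was found for tuft cells (camera, 0.987; fry, 0.984), WNT/PCP (camera, 0.546; fry, 0.919), the quiescent *Lgr5* set (fry, 0.992; without the filter, score -0.69) and, with the replicate block in camera, tuft cells (0.418), BEST4+ colonocytes (0.418), the active *Lgr5* set (0.505), the noncycling set (0.428) and WNT/PCP (0.987).

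With 1 library left out in distal *Mtg16 T/T* colon, scores ran from -1.34 to -0.78 (goblet), -1.54 to 1.28 (absorptive), -0.995 to 1.03 (tuft), -2.27 to 1.44 (LRIG1+), -0.86 to 1.75 (*Lgr5*-Cre-positive), -1.73 to 1.52 (active *Lgr5*), -1.11 to 1.15 (quiescent *Lgr5*), -1.08 to 1.45 (*Lgr5*-GFP-high) and -1.02 to 1.4 and -0.92 to 1.56 (colonic *Lgr5* sets). The direction of the stem cell sets in *Mtg16 T/T* colon therefore hangs on single libraries.

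In proximal *Mtg16-/-* colon, 9 genes became 32 with the replicate block, and fry called 0 of the sets tested, at 0.0847 for the enteroendocrine and 0.0847 for the goblet set. In proximal *Mtg16 T/T* colon, 32 genes became 2 without the filter and 151 with the replicate block. Between segments of WT colon, 5824 genes became 3189 with the request covariate, 2014 within request 4149 and 3290 at a change of at least 1.5-fold. *Cbfa2t3* was -0.80 with the request covariate and -0.80 within request 4149, both weaker by adjusted p. The genes that DESeq2 called in both distal comparisons were 28, against 3.

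After DSS, the 91 genes called in *Mtg16-/-* crypts became 1266 with the pairs as blocks, 215 (102 higher and 113 lower) with the length trend of each library removed, 1564 (781 higher and 783 lower) with both, 19 with the *Xist* covariate, 776 with DESeq2 and 28 to 106 with 1 library left out. Of 23 sets, fry called 9, with 0.105 for the *Ascl2*+ signature, and camera with the pairs as blocks 13, without the SSC2c set (0.106). The blocks changed no other call of a named gene or set. The *Clu*+ score ran from -0.96 to 1.21 with 1 library left out. In *Mtg16 T/T* crypts, 0 genes became 121 with the *Xist* covariate, 14 with the length trend removed, 291 with DESeq2 and 0 to 3 with 1 library left out, and *Cbfa2t3* ran from -0.0262 to 0.21. Of 22 sets, camera called 13, camera with the replicate block 13 and fry 4. The SSC2c set had the opposite direction in camera (0.881) and ran from -1.10 to 1.25 with 1 library left out. The genes whose effect differed between the genotypes after DSS numbered 2 with limma, 1 with edgeR and 4 with DESeq2.

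In WT colon after DSS against baseline, 4833 genes (1897 higher and 2936 lower) became 6380 (3793 higher and 2587 lower) with the length trend removed, 2679 with the replicate block, 519 higher and 173 lower genes of 14004 in WT of the *Mtg16-/-* colony (correlation of the fold changes with those of the main calculation 0.395), 1 with the *Xist* covariate and 1 to 9086 with 1 library left out. *Cbfa2t3* became 1.14 with the *Xist* covariate (adjusted p = 0.0664), 0.23 in WT of the *Mtg16-/-* colony and 1.11 to 1.33 with 1 library left out. The 2 sets called became 17 with the moderated statistic, 11 with 20000 permutations, 17 with camera, 13 with fry, 6 without the filter, 16 with camera and the replicate block, 16 in WT of the *Mtg16-/-* colony and 1 to 6 with 1 library left out. The *Ascl2*+ signature became stronger by adjusted p: score 3.00 with the moderated statistic, 3.03 with 20000 permutations and 2.102 in WT of the *Mtg16-/-* colony, and adjusted p 2.94e-05 with camera, 0.00381 with fry and 6.54e-05 with camera and the replicate block. The *Clu*+ set changed direction in WT of the *Mtg16-/-* colony (1.201). In tumors, 0 genes became 1 without the filter, 1 with the length trend removed, 25 with DESeq2 and 0 to 1 with 1 library left out.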

Differences from the paper's values

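The values of the paper's figures were read by eye. Table 1 of the paper gives a log2 fold change of about 1.2 for *Gnao1* in distal *Mtg16 T/T* colon, and the value here is 1.00. Of the alternatives set before the data were examined, leaving out WT replicate 1, WT replicate 2 or *Mtg16 T/T* replicate 2 gave a value that does not differ from the paper's.

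The paper reports 22 genes raised in both distal comparisons, and 3 were found here (*Agt*, *Dmpk* and *Insrr*). No alternative set before the data were examined came to the paper's number. DESeq2 on recovered reads, chosen after the data were examined, gave 28, which include all 22. The paper's figure shows about 170 genes raised in distal *Mtg16-/-* colon, and 33 were raised here. Leaving out *Mtg16-/-* replicate 2 gave 133, which by the margin set does not differ, and so did DESeq2 with 190, chosen after the values were seen. The figure shows about 30 genes raised in distal *Mtg16 T/T* colon, and 5 were raised here. DESeq2 gave 41, again chosen after, and no alternative set before did. For the WNT/PCP set in distal *Mtg16-/-* colon the paper gives a q of 0.11, and the adjusted p here was 0.0354. Over the alternatives it ran from 0.00252 to 0.0650, and none removed the difference.

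The paper calls *Neurog3* higher in distal *Mtg16-/-* and distal *Mtg16 T/T* colon, where the adjusted p here was 0.1 and 0.689. It lists *Gcg* (0.0817 here), *Sct* (0.268), *Dll3* (0.116), *Wif1* (0.388) and *Cxxc4* (0.116) among genes that rose in *Mtg16-/-* colon. Each was higher here without passing the threshold. Of the 22 genes of Table 1, 9 passed it in *Mtg16-/-* and 4 in *Mtg16 T/T* colon. *Fzd9* in tumors had 0.998. Each of these genes except *Fzd9* passed with DESeq2 on recovered reads, chosen after the values were seen, and *Fzd9* had 0.0997 with it.

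The paper reports the goblet signature as lower in distal *Mtg16-/-* colon. Its score was negative here, with an adjusted p of 0.0936 (ranking by the moderated statistic and camera, set before, and 20000 permutations, chosen after, called it). The paper finds no *Lgr5*+ stem cell signature raised, and 1 set of *Lgr5*-Cre-positive stem cells was called here with 0.00581. The *Ascl2*+ signature in WT colon after DSS, which the paper reports as higher, had an adjusted p of 0.181 here, limited by the number of permutations. The paper states that the goblet decrease was stronger in proximal and the enteroendocrine increase stronger in distal *Mtg16-/-* colon. Tested as differences between segments, both had that direction, and neither held with an estimated correlation.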

Other observations

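The tests of splits and of request, flanking DNA and cell content were set before their results were seen, and the tests of E protein genes, of *Tff3*, of exchanged libraries, of splits within pairs, of length in the largest splits and of gene counts with the length trend removed were chosen after the result was seen. Biological explanations were tested only for the enteroendocrine, goblet and *Ascl2*+ results.

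Grouping the libraries in other ways shows what chance gives. In distal *Mtg16-/-* colon, 2 of 35 splits gave at least as many genes as the real one, and the other was the split by request, with 87 genes against 33. The request covariate, which leaves every fold change as it is because the design is balanced, left 8 of the 33 genes called. The rule written in advance reads this as an effect of the request, but the loss of calls can also come from the degrees of freedom that the covariate uses, so the question stays open. Of the 100 genes with the smallest p among those higher in *Mtg16-/-* within 1 request, 88 and 84 were higher in the other request as well, where 47.9% and 47.8% of all genes are, so genes raised in 1 request alone do not explain the pattern. Of the 33 genes raised, 1 (*Agt*) lies within 20 Mb of *Cbfa2t3*, where 1.73% of genes lie (Fisher's exact test, p = 0.438), so DNA flanking the targeted locus is not a source of most of them.

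In distal *Mtg16 T/T* colon 2 of 35 splits gave as many genes. In WT colon 1 of 100 splits by segment did, the real one, and the next gave 82 genes. In WT colon after DSS 1 of 10 did and the next gave 0, and 10 splits are too few to tell. With 0 genes called in *Mtg16 T/T* crypts after DSS and in tumors, 10 of 10 splits gave as many. Enrichment scores at least as large were found in 7 of 35 splits for the enteroendocrine, 7 for the goblet and 7 for the *Ascl2*+ set in distal *Mtg16-/-* colon (the real one among them). All 6 other splits for the enteroendocrine set put 3 libraries of 1 genotype with 1 of the other. Of the 18 splits with 2 libraries of each genotype on both sides, looked at after the result was seen, 0 gave an enteroendocrine score as large (1.85 was the largest) and 2 a goblet score as large (2.19). Chance is therefore left open for the goblet and *Ascl2*+ scores, and the 7 splits alone do not settle it for the enteroendocrine score. In distal *Mtg16 T/T* colon they were found in 1 of 35 splits for the enteroendocrine, 18 for the goblet and 12 for the *Ascl2*+ set. The 35 splits of *Mtg16-/-* and WT crypts after DSS ignore the replicate numbers treated as pairs there. Of these 35, 4 gave a score at least as large for the *Ascl2*+ and 2 for the regenerating epithelium set. In *Mtg16 T/T* crypts 1 of 10 did for the *Ascl2*+ and 1 of 10 for the regenerating epithelium set, and in WT after DSS 1 of 10 for the *Ascl2*+ set, where 10 splits cannot tell.

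After DSS, splits that cross the genotypes gave far more genes than the genotypes. In *Mtg16-/-* and WT crypts 3 of 35 splits gave at least 91 genes, and WT replicates 2 and 3 with *Mtg16-/-* replicates 2 and 3 against the rest gave 4521. Among the 8 splits that part all 3 replicate numbers, 1 gave as many as the real one, the real one itself, with 0 as the next most, and 8 splits cannot tell. In *Mtg16 T/T* and WT crypts, WT replicates 1 and 2 with *Mtg16 T/T* replicate 3 against the rest gave 6573 genes. Both splits part the libraries by the sign of their difference in length trend from the others of their group (from 0.0508 to 0.169 against -0.207 to -0.05 in the first and from 0.0333 to 0.367 against -0.4 to -0.099 in the second). With the trend removed, 2701 and 6480 genes were called in these splits, so the trend as removed is not the whole source of either, but it accounts for some of the calls in the first. Differing RNA fragmentation that also changes counts in other ways may part the libraries and was not excluded. The genotypes themselves then gave 215 genes in place of 91 and 14 in place of 0. An exchange of WT replicate 3 and *Mtg16 T/T* replicate 3 was examined for the second with the 5 genes called higher in *Mtg16 T/T* at baseline. Their mean log2 level was higher by 0.481 in *Mtg16 T/T* replicate 3, which points away from an exchange. The spread within groups was as wide, from 7.581 to 8.404 in *Mtg16 T/T* and from 6.996 to 7.493 in WT. *Pamr1* alone of the 5 went the other way (22.34 in *Mtg16 T/T* and 56.86 in WT replicate 3). These values therefore cannot exclude an exchange.

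Libraries differed in how counts depend on transcript length. The largest difference of a library from the others of its group, in log2 per doubling of length, was -0.207 in *Mtg16-/-* and WT crypts after DSS, -0.4 in *Mtg16 T/T* and WT crypts after DSS, 0.342 in WT after DSS against baseline and -0.0944 in tumors. The fold changes between groups had trends of -0.0891, 0.145, -0.317 and 0.0297. Differing RNA fragmentation or length bias may therefore contribute to the spread within groups and to the differences between them. In WT after DSS with the trend removed, 3793 genes were higher and 2587 lower, in place of 1897 and 2936, so which direction prevails depends on the trend. Of the 4833 genes, 4357 were still called. With the length trend removed, the score of the *Ascl2*+ signature was -2.572 in *Mtg16 T/T* crypts and 2.868 in WT after DSS, so the trend does not explain these scores. In WT of the *Mtg16-/-* colony, which shares no library, the score was 2.102, so the WT libraries of the *Mtg16 T/T* colony alone do not explain the rise.

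The *Ascl2*+ signature shares 79 of its 237 genes with the goblet and absorptive sets. Without them, the score was -1.834 in baseline *Mtg16-/-* colon, -1.789 in *Mtg16-/-* crypts after DSS and -2.433 in *Mtg16 T/T* crypts after DSS. The shared genes thus do not account for the whole of the lower score, although fry called none of these 3 (after DSS 0.395 in *Mtg16-/-* and 0.0587 in *Mtg16 T/T* crypts). The genes left may also be expressed in goblet or absorptive cells, so fewer such cells in the mutants are not excluded.

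More enteroendocrine transcripts in *Mtg16-/-* colon could come from higher expression of E protein genes. Of the 7 E protein and Id genes, 0 passed an unadjusted p of 0.05 from limma in the direction needed, although *Tcf3* (log2 fold change 0.0627), *Tcf12* (0.0938) and *Id1* (-0.239) moved that way, and *Id4*, which would act against it, rose (1.87, adjusted p = 0.140 from limma). Small changes would not be detected with 4 libraries against 4, so these values cannot tell. *Tff3* was higher in both mutants while *Atoh1* was lower. Of the goblet set without *Tff3*, 101 of 384 genes were higher in distal *Mtg16-/-* colon, so more goblet cells do not explain it. No other explanation of the higher *Tff3* was tested.

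Further marker lists gave the following differences of score, out of 89 tests. In *Mtg16-/-* crypts after DSS, T cells had 0.108, fibroblasts 1.53, smooth muscle 0.53, endothelium 0.0474, epithelium -0.0532 and plasma cells 1.49. In distal *Mtg16-/-* colon at baseline, sex-linked genes had 0.192 and red blood cells 0.727, and the ileal and Paneth cell list had -2.56 in proximal *Mtg16 T/T* colon. The smooth muscle list had 2.49 in proximal *Mtg16-/-* colon (SD 4.09 in *Mtg16-/-* and 0.13 in WT). In proximal *Mtg16 T/T* colon it had 2.39 (SD 3.63 and 0.154). The exact permutation p of each of these lists was 0.0571 or more. The proximal mutant libraries thus differed widely among themselves in smooth muscle transcripts. What this does to the proximal gene and set results was not tested. For distal minus proximal WT colon, T cells had -1.99 (exact permutation p = 0.00303), epithelium 0.223 (0.00303), endothelium -0.713 (0.00606), myeloid cells 0.676 (0.0182) and plasma cells -1.27 (0.0212), and 0.135 was the smallest p after adjustment over all 89 tests. In *Mtg16 T/T* crypts after DSS, red blood cells had 2.74 and myeloid cells 1.17 (0.1 each, the smallest possible).

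DESeq2 on recovered reads and the authors' deposited statistics differ by more than 0.5 in log2 fold change for 158 genes in distal *Mtg16-/-* and 158 in distal *Mtg16 T/T* colon, 246 and 224 in *Mtg16-/-* and *Mtg16 T/T* crypts after DSS, 341 in WT after DSS and 189 in tumors. The correlation of the fold changes was 0.984, 0.98, 0.979, 0.977, 0.986 and 0.959. No cause was tested.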
